# Pax3 inhibits Neuro‐2a cells proliferation and neurite outgrowth

**DOI:** 10.1111/jcmm.16195

**Published:** 2020-12-17

**Authors:** Bingqing Huo, Yang Yang, Manhui Li, Jun Wan, Wei Zhang, Bo Yu, Xiaofan Chen

**Keywords:** Cell cycle, Neurite outgrowth, Neuro‐2a cells, Pax3, Pax7, Proliferation

## Abstract

Pax3 and Pax7 are closely related transcription factors that are widely expressed in the developing nervous system and somites. During the normal development in the central nervous system (CNS), Pax3 and Pax7 are mainly expressed in the dorsal part of the neural tube. Further analysis revealed that Pax3 and Pax7 shared redundant functions in the spinal cord development. However, it is still unknown whether Pax3 and Pax7 play a role in neuronal differentiation. In this study, Pax3 and Pax7 genes were overexpressed in Neuro‐2a, the mouse neuroblastoma cell line. CCK‐8 and EdU assay results showed that overexpression of Pax3 inhibited cell viability and proliferation of Neuro‐2a cells, whereas the overexpression of Pax7 had no significant difference on their cell viability and proliferation. Overexpression of Pax3 not only increased the percentage of cells in the S phase and G0/G1 phase, but also decreased that in the G2 phase. Moreover, the total neurite lengths of Neuro‐2a cells were significantly shorter in Pax3 overexpressed group than those in negative control group and showed no significant difference between Pax7 overexpressed group and negative control group. These results suggested that Pax3 not only inhibited the cell viability and proliferation but also affected the cell cycle and the neurite outgrowth of Neuro‐2a cells. RNA sequencing analysis showed up‐regulated genes in Pax3 overexpressed group were involved in cell cycle machinery, which may reveal the potential mechanism of Neuro‐2a cells proliferation.

## 1 INTRODUCTION

The Paired box (Pax) genes encode transcription factors which participate in the induction of neural crest and the formation of neural crest‐derived structures.^1^ Pax3 and its paralogs Pax7 were derived from an ancestral Pax3/7 gene during the evolution of vertebrate. They share highly homologous sequence and show partially overlapping expression pattern during embryogenesis.^2^, ^3^, ^4^, ^5^ In some neural crest lineages, such as sensory neurons, Schwann cells and melanoblast, Pax3 and Pax7 were expressed during the proliferation of their progenitors.^6^, ^7^, ^8^, ^9^, ^10^ Both genes are essential to regulate the closure of neural tube and the programme of post‐mitotic differentiation.^11^

In mouse, the expression of Pax3 exists at gestational day 8, whereas that of Pax7 appears at gestational day 9..^12^As reported, mice with homozygous null Pax3 mutations are featured as embryonic lethal at the late embryonic stage. The *splotch* mutant mouse, which bear mutations within the Pax3 gene, exhibited neural crest‐derived defects.^13^, ^14^ It suggested Pax3 played the essential role in neural crest development.^15^, ^16^ Moreover, Pax3 played vital roles in the survival of cardiac neural crest cell during neural crest cell migration.^17^ Pax7 contributes to the differentiation of neural cells from neural precursors. In vitro, embryonic teratocarcinoma mouse cells can be differentiated into neural cells through Pax7 induction.^18^ However, pax7 mutant mice show no obvious neural crest phenotype in the CNS. As further analysis revealed, Pax3 functions partially overlapped with Pax7 during the development of spinal cord.^19^, ^20^, ^21^

The function of Pax3 and Pax7 during neural crest development has been well studied. However it is still unknown whether Pax3 and Pax7 play a role in neural cells proliferation and neurite outgrowth. Neuro‐2a cells are more effective and economical than primary neuronal cultures, which was chosen for studies about neuronal survival, neuronal differentiation and so on.^22^, ^23^, ^24^, ^25^ Therefore, in this study, we elucidated the function of Pax3 and Pax7 in postnatal neuronal through Neuro‐2a cell line. Our results suggested that Pax3 not only inhibited the cell viability and proliferation but also affected the cell cycle and the neurite outgrowth of Neuro‐2a cells.

## 2 MATERIALS AND METHODS

### 2.1 Recombinant adenoviral vector construction

LR Clonase Ⅱ Enzyme Mix (Invitrogen, USA) was used to generate an expression clone, which contains the Pax3 and Pax7 gene and ZsGreen1. After digested by PacI (New England Biolabs, USA), the expression clone was introduced into 293A cells by Lipofectamine 2000 (Invitrogen, USA). Adenovirus‐containing cells and media could be harvested by squirting cells off the plate when approximately 80% cytopathic effect is observed (typically 7‐10 days after transfection). The crude viral lysate is prepared by using several freeze/thaw cycles followed by centrifugation. Finally, we obtained adenoviral‐Pax3, adenoviral‐Pax7 and adenoviral‐Negative Control (mark as Ad‐Pax3, Ad‐Pax7 and Ad‐NC).

### 2.2 Cell culture and differentiation conditions

Mouse neuroblastoma Neuro‐2a cells (ATCC, CCL‐131) were cultured in Dulbecco's modified Eagle's medium (DMEM, Gibco Inc, USA) supplied with 100U/mL penicillin, 100mg/mL streptomycin and 10% foetal bovine serum (FBS, Gibco, USA). Cells were cultured at 37 ºC in cell culture flasks with 5% CO_2_. In vitro differentiation studies, 1 × 10^4^ Neuro‐2a cells were plated in 12‐well plated for 24 hours. The medium was replaced by DMEM with 1% foetal bovine serum and retinoic acid at a dilution of 1:1000. The medium was replaced every 3 days.

### 2.3 RNA extraction and quantitative real‐time PCR (qRT‐PCR) assay

Total RNA was extracted from Neuro‐2a cells according to TRIzol protocol. Then, 2000 ng of total RNA was reversely transcripted with GoScript™ (Promega, USA) following the manufacturer instructions. GAPDH was used as an internal control to normalize Pax3 and Pax7 expression. Real‐time PCR was carried out with SYBR Green Super mix (Bio‐RAD, USA). The 2^‐ΔΔCT^ method is used to calculate the relative expression.

Pax3 primer sequence: forward: 5’‐AAGCCCAAGCAGGTGACAA‐3’, reverse: 5’‐ATGGAACTCACTGACGGCAC‐3’. Pax7 primer sequence: forward: 5’‐GCTACCAGTACAGCCAATATG‐3’, reverse: 5’‐GTCACTAAGCATGGGTAGATG‐3’. GAPDH primer sequence: forward: 5’‐AACTTTGGCATTGTGGAAGG‐3’, reverse: 5’‐ATGCAGGGATGATGTTCT‐3’.

### 2.4 Western blot analysis

Neuro‐2a cells were collected and washed with cold PBS, and then protein lysis buffer (RIPA buffer) was added to the culture plate. The adherent cells were scraped down. The cell suspension was gently transferred into an ice‐cold centrifuge tube and centrifuged at 4 ºC and 12 000 rpm for 15 min. The supernatant was transferred to a new ice‐cold centrifuge tube, and the cell debris was discarded. The concentration of each protein sample was determined by a BCA kit (Beyotime, China). Then, 40 µg of total protein was determined with 10% SDS‐PAGE. Targeted proteins were transferred onto PVDF (polyvinylidene difluoride) membrane. After blocked with 5% low‐fat dried milk for 2h at room temperature, membranes were incubated with corresponding primary antibodies(Cell Signaling Technology, USA) at a dilution of 1:1000 overnight at 4ºC. After washed with PBST three times, membranes were incubated with HRP (horseradish peroxidase) labelled sheep anti‐rabbit secondary antibody (Sigma‐Aldrich, USA) at a dilution of 1:10 000 at room temperature for 1h. Finally, signals were detected with enhance chemiluminescent reagents.

### 2.5 EdU assay

The proliferation of Neuro‐2a cells was determined by 5‐ethynyl‐2’‐deoxyuridine (EdU) assay. After 48h infected by Ad‐Pax3, Ad‐Pax7 and Ad‐NC, EdU (Ribobio, China) were added in order to incorporate into the DNA of proliferating Neuro‐2a cells. EdU was added to the culture medium for 1 hour in order to incorporate into the replicating DNA. Then, cultured cells were washed three times with PBS and fixed with 4% paraformaldehyde for 20 min. Staining was performed with Cell‐Light^TM^ EdU Apollo®567 In Vitro Kit (Ribobio, China) according to the instructions. Subsequently, the DNA contents of the cells were stained with Hoechst 33 342 (Beyotime, China) for 30min. Finally, EdU‐labelled cells were counted with fluorescent microscope and normalized by the total number of Hoechst‐stained cells.

### 2.6 CCK‐8 assay

Neuro‐2a cells were seeded into 96‐well plates (about 1000 cells per well) overnight. The infection time‐point was marked as 0h. 10 µL Cell Counting Kit‐8 solution (MedChem Express, USA) was added into each well of 96‐well plates at 0, 12, 24, 36, 48, 60, 72, 84 and 96h. The cells were incubated for 1h at 37 ºC incubator with 5% CO_2_. Then, the absorbance at the wavelength of 450nm was determined to measure cell proliferation.

### 2.7 Cell cycle progression analysis

To determine the distribution of the cells in each phase of the cell cycle, the Neuro‐2a cells were seeded into 10 cm dish and then cultured in DMEM containing 10% FBS at 37 ºC for 24h. After infected by adenoviral for 48h, the cells were collected and washed with PBS, fixed with 70% ethanol for about 4h, and then washed again with PBS. The cells were re‐suspended in a solution of propidium iodide (50 µL/mL) and RNaseI (250 µg/mL), followed by incubation for 30 min at room temperature. Analysis of cell cycle was carried out with flow cytometry. The proportions of cells in G0/G1, S and G2/M phases were determined with the computer program FlowJo software (Becton, Dickinson & Company, USA).

### 2.8 Neurite outgrowth analysis

Fluorescent microscope was used to carry on morphological analysis and quantify the length of neurite. At least ten fields were picked out randomly, of which over 100 cells were selected for the following analysis of the neurite outgrowth of Neuro‐2a cells. Neuro‐2a cells with neurite equal to or longer than their cell body were defined as positive neurite outgrowth.^26^ The neurite length was identified and defined as the total neurite number and length per cell per field. Image J software was applied in the analysis of neurite outgrowth of Neuro‐2a cells.

### 2.9 Immunofluorescence

The expression of MAP2 in Neuro‐2a cells was examined by immunofluorescence assay. Neuro‐2a cells were infected with Ad‐Pax3, Ad‐Pax7 and Ad‐NC, respectively. After cultured for 48 hours, the cells were washed with PBS three times. It was fixed with 4% paraformaldehyde for 30 min at room temperature. After washed three times with PBS, the cells were blocked in blocking buffer (SL038, Solarbio, China) for 1h and incubated with 1:50 dilution of anti‐MAP2 antibody (1:50, 4544S, Cell Signaling Technology, USA) overnight at 4 ºC. After incubation with the primary antibody, the cells were washed three times with PBS and incubated with a corresponding secondary antibody for 1h. The secondary antibodies were Cy3‐labelled goat anti‐rabbit‐IgG antibody (1:10 000, Sigma, USA). After further washed three times with PBS, cell nuclei were stained with DAPI for 3 min at room temperature. After washed with PBS, cells were observed and images were acquired with fluorescent microscope.

### 2.10 Library preparation and RNA sequencing

Neuro‐2a cells were infected with Ad‐Pax3 for 48h. Total RNA was extracted from Neuro‐2a cells according to TRIzol protocol. The quality and quantity of RNA samples (n = 2 per group) were checked with NanoPhotometer spectrophotometer (IMPLEN, USA). The FPKMs values of transcripts were calculated by using Cuffdiff (v. 2. 1. 1) to evaluate the expression levels of protein‐coding genes in each sample.^27^ Transcripts with p values less than 0.05 were regarded as being differentially expressed. Normalized expression= (mapped reads)/ (total reads) x1, 000, 000.^28^

Gene Ontology (GO) analysis designed by the Gene Ontology Consortium was performed to figure out significant functions of target genes.^29^ Kyoto Encyclopedia of Genes and Genomes (KEGG) was used for pathways analysis of target genes.^30^ GO and KEGG terms featuring p values less than 0. 05 were considered significantly enriched.

### 2.11 Statistical analysis

All data are shown as mean and SEM. Statistical analysis was performed by Prism (GraphPad Software, San Diego, CA), Statistical Product and Service Solutions (SPSS19. 0, IBM Corp. , USA) to determine the significance of differences between the treated group and the control group. Classification data were measured by t test. *P* < .05 was considered as statistically significant.

### 2.12 Data access

All raw and processed sequencing data have been submitted to the NCBI Gene Expression.

Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE146058.

## 3 RESULTS

### 3.1 Expression changes of Pax3 and Pax7 after Neuro‐2a cells infected by Ad‐Pax3 and Ad‐Pax7

Neuro‐2a is a mouse neural crest‐derived cell line that has been extensively used to study neuronal differentiation, neurite growth and signalling pathways.^31^ Retinoic acids (RA) can induce differentiation of these cells into neurons within a few days.^32^ The PAX3 isoforms in human are designated as PAX3a, PAX3b, PAX3c, PAX3d, PAX3e, PAX3g and PAX3h.^33^ However, there are only two isoforms of PAX3 transcripts in mouse, Pax3‐201 (ENSMUST00000004994.15) and Pax3‐202 (ENSMUST00000087086.6). Compared with 7 human PAX3 amino acid sequence, Pax3‐201 has the highest homology with PAX3d (up to 98.76%), whereas Pax3‐202 has the highest homology with PAX3c (up to 98.74%) (Figure S1). Only 5 amino acids at the extreme carboxy termini differed Pax3‐201 from Pax3‐202. Pax3‐201 was chosen to analysis the Pax3 gene functions in the Neuro‐2a cells, because it had been annotated by APPRIS, which is a system to identify the most functionally important transcript. The expression of Pax3 was increased gradually during RA‐induced neurite outgrowth (Figure S2). However, the expression level of Pax7 keeps so low that no significant change of Pax7 expression was detected during RA‐induced neurite outgrowth.

Pax3 and Pax7 genes were inserted into an adenovirus vector and packaged into an adenovirus to infect Neuro‐2a cells for overexpression. After infection, we obtained two groups, overexpressing Pax3 and Pax7 (mark as OEPax3 and OEPax7). As shown in Figure 1A, strong expression of ZsGreen1 indicated that the recombinant adenovirus‐containing Pax3 and Pax7 gene respectively were successfully constructed. Real‐time PCR results revealed that the expression levels of Pax3 and Pax7 mRNA were significantly increased after Neuro‐2a cells were infected by Ad‐Pax3 and Ad‐Pax7 (Figure 1B). Western blot analysis also revealed that the protein levels of Pax3 and Pax7 expressed in Neuro‐2a cells were significantly up‐regulated in Neuro‐2a cells infected by Ad‐Pax3 and Ad‐Pax7 (Figure 1C).

**FIGURE 1:**
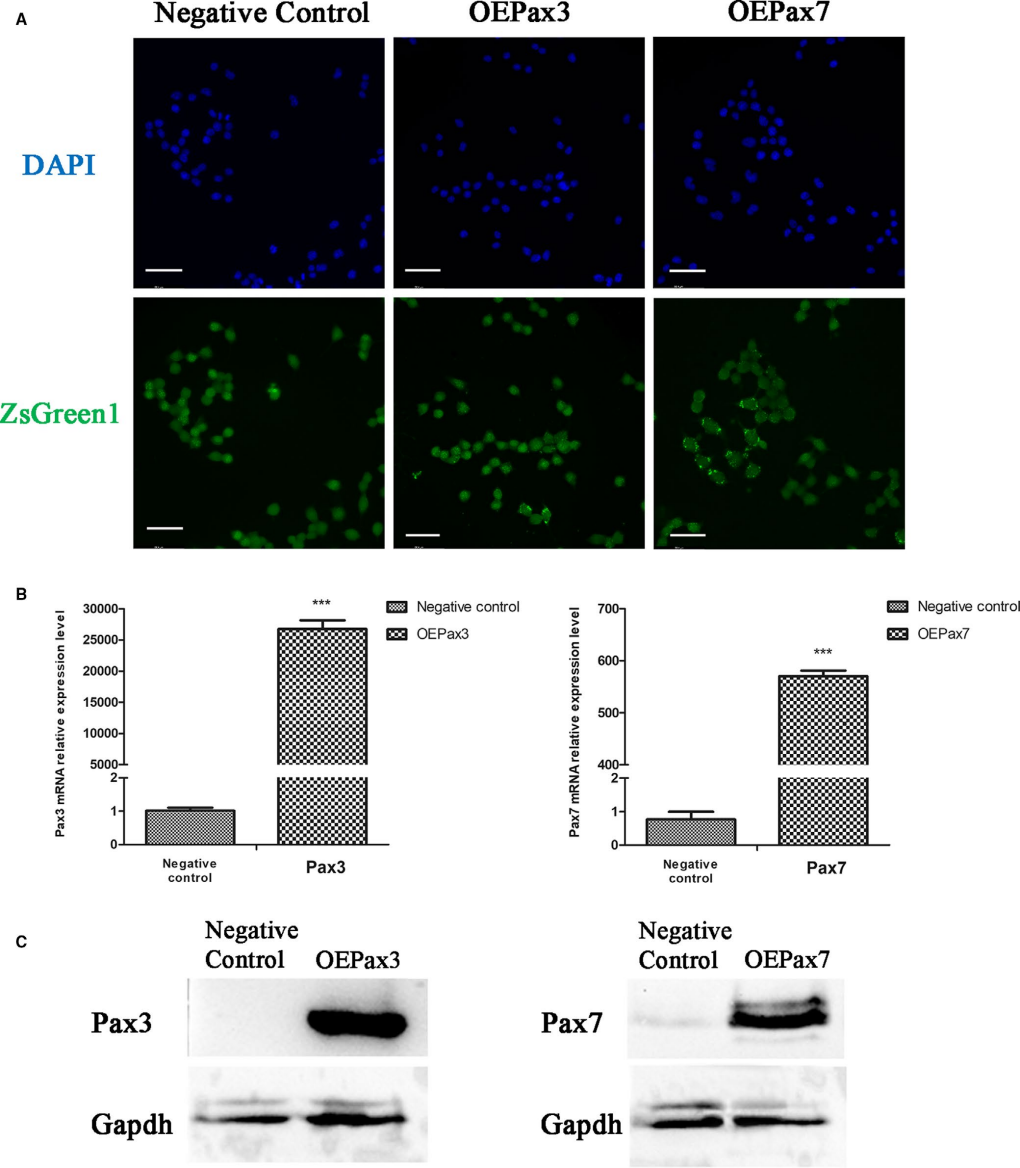
Neuro‐2a cells were infected by Ad‐Pax3 and Ad‐Pax7. A, Fluorescence of Neuro‐2a cells infected with Ad‐Pax3 and Ad‐Pax7 for 48h. Scale bars = 50 μm. B, The mRNA expression levels of Pax3 and Pax7 in Neuro‐2a cells infected by Ad‐Pax3 and Ad‐Pax7 were significantly increased for 48h. C, The protein expression levels of Pax3 and Pax7 in Neuro‐2a cells infected by Ad‐Pax3 and Ad‐Pax7 were significantly increased for 48h. The data represent the means ± SEM, n = 3 independent experiments. ***P < .001 vs. Negative control

### 3.2 Pax3 inhibited Neuro‐2a cells viability

In previous studies, Ad‐Pax3 and Ad‐Pax7 have been found to effectively increase the expression of Pax3 and Pax7 in Neuro‐2a cells, respectively. As a result, the viability of Neuro‐2a cells overexpressing Pax3 and Pax7 was investigated by the CCK‐8 assay. As shown in Figure 2A, A significant decrease in cell viability of the Pax3 overexpression group was observed at 36h, 60h, 72h, 84h and 96h compared with the negative control group. As shown in Figure S3, cells transfected by 1:2, 1:20 and 1:200 diluted Ad‐Pax3 virus showed similar phenotypes as that infected with undiluted Ad‐Pax3 virus, which suggested proper induction of the PAX3 expression can also inhibit the viability of Neuro‐2a cells. However, the Pax7 overexpression group has no significant differences (Figure 2B). Taken together, it suggested that Pax3 can inhibit the cell viability of Neuro‐2a cells.

**FIGURE 2:**
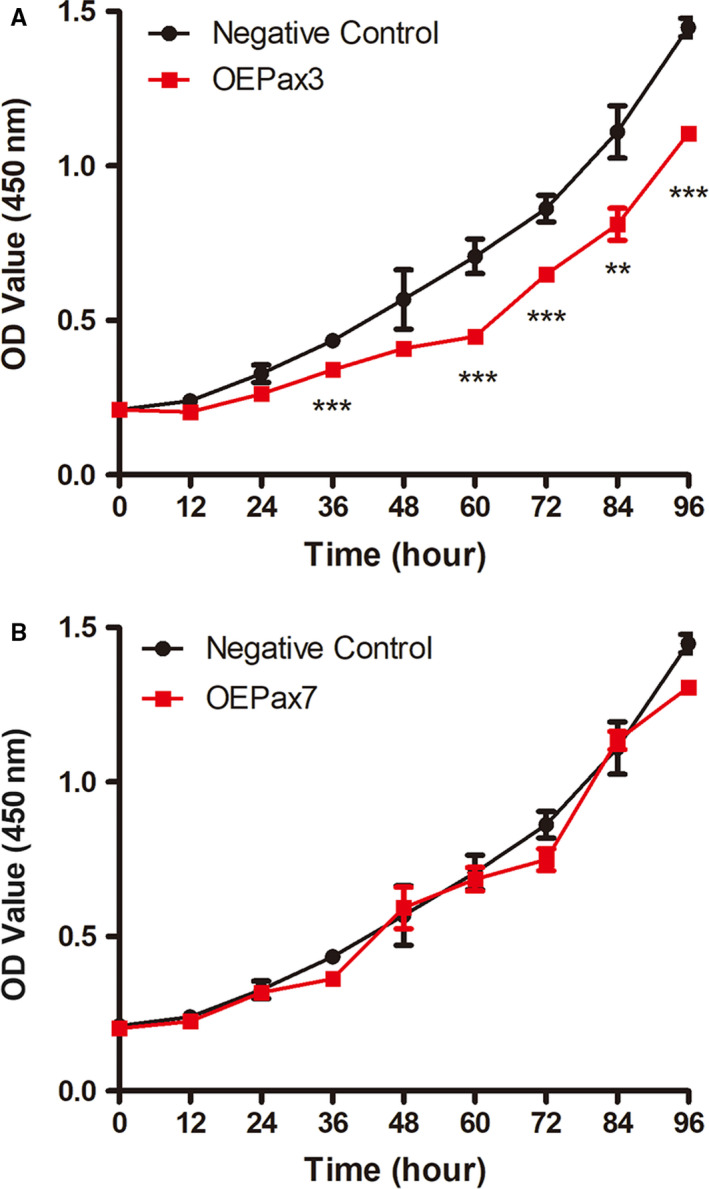
The viability of Neuro‐2a cells overexpressing Pax protein. A, The cell viability was significant decrease in Neuro‐2a cells infected by Ad‐Pax3 at 36, 60, 72, 84 and 96h. B, There was no significant change in the cell viability after Neuro‐2a cells infected by Ad‐Pax7. The data represent the means ± SEM, n = 3 independent experiments. **P < .01, ***P < .001 vs. Negative control

### 3.3 Pax3 inhibited Neuro‐2a cells proliferation

The effect of overexpression of Pax3 and Pax7 on the proliferation of Neuro‐2a cells was investigated by the EdU assay. As shown in Figure 3A, EdU‐labelled cells can be counted with fluorescent microscope. Ad‐Pax3 Infection for 48h resulted in a significant decreased number of proliferating Neuro‐2a cells. Similarly, the EdU assay showed the same inhibitory pattern on Neuro‐2a cells proliferation. However, the Pax7 group was not significantly influenced after infected by Ad‐Pax7 compared with the negative control group (Figure 3B). These results indicated that Pax3 played an inhibitory effect on Neuro‐2a cells proliferation.

**FIGURE 3:**
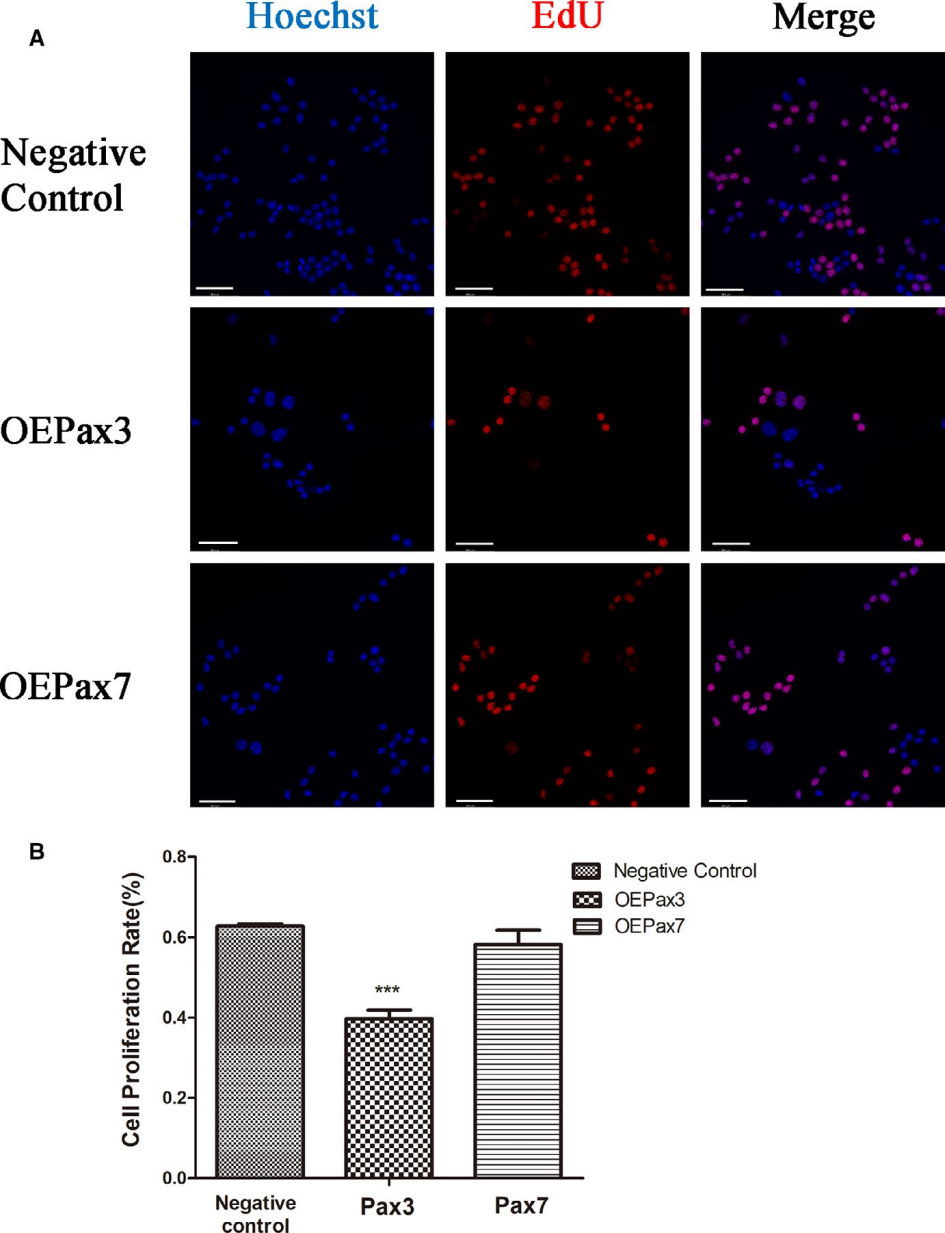
Inhibitory effect of Pax3 on Neuro‐2a cells. A, EdU fluorescence staining was used to detect the newly synthesized DNA. Scale bars = 50 μm. B, The percentage of EdU positive cells was calculated by Image J software. The cell proliferation was significant decreased in Neuro‐2a cells after Ad‐Pax3 infection. Cell proliferation has no significant change after Ad‐Pax7 infection. The data represent the means ± SEM, n = 3 independent experiments. ***P < .001 vs. Negative control

### 3.4 The effect of Pax3 and Pax7 on Neuro‐2a cell cycle progression

We determined whether Pax3 and Pax7 may modulate the cell cycle progression of Neuro‐2a cells with flow cytometry analysis. Compared with that in the control group, the percentage of the cells in the S phase and G0/G1 phase were increased, whereas the percentage of the cells in the G2 phase were decreased in the Pax3 overexpressed group. However, the Pax7 overexpressed group still displayed no significantly difference. Taken together, it indicated that Pax3 may induce S phase arrest in Neuro‐2a cells (Figure 4).

**FIGURE 4:**
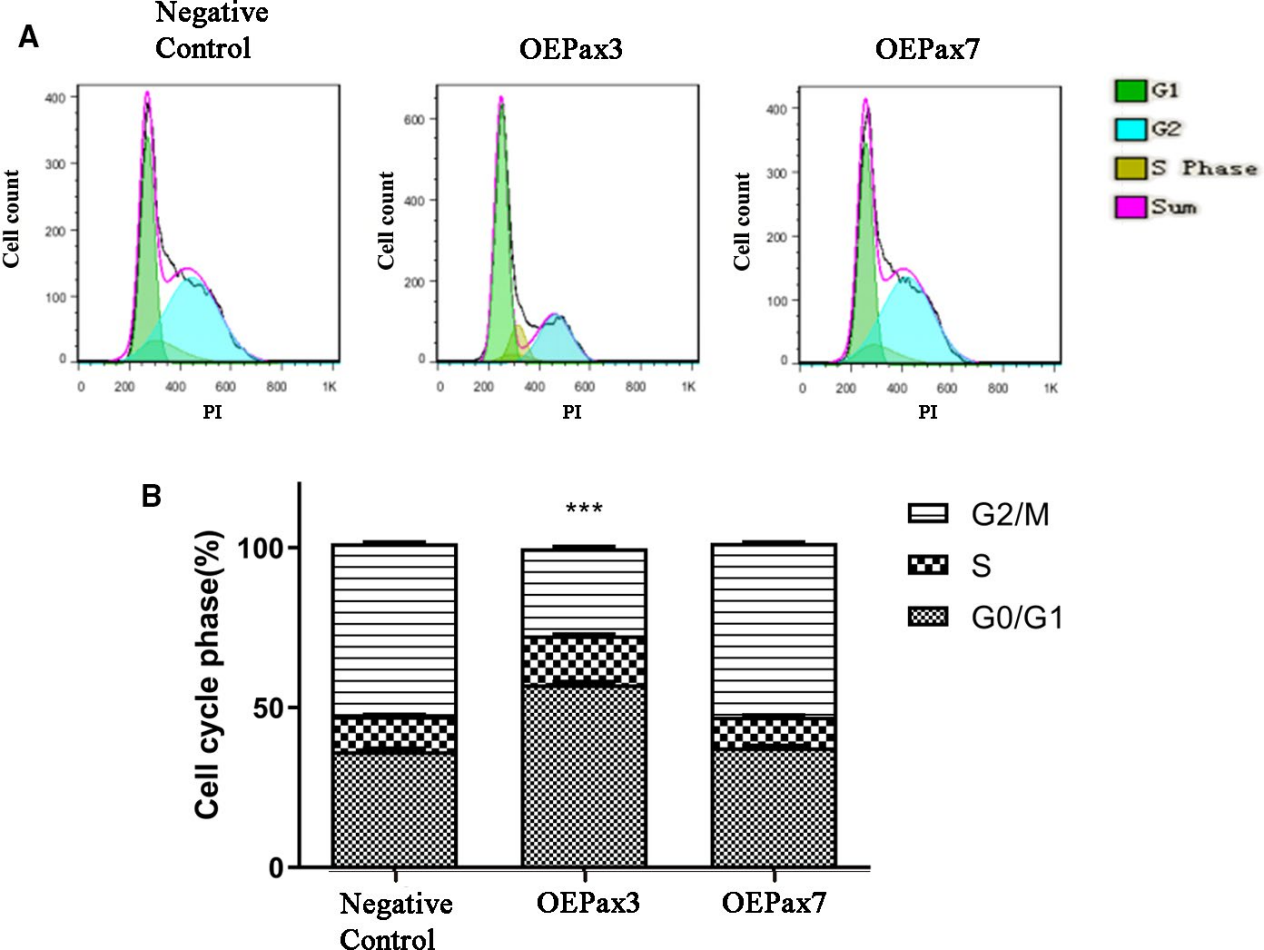
The effect of Pax3 and Pax7 on Neuro‐2a cell cycle progression. Cell cycle progression of Neuro‐2a cells infected by Ad‐Pax3, Ad‐Pax7 and Ad‐NC for 48h was observed with flow cytometry analysis. A, Individual nuclear DNA content was reflected by the fluorescence intensity of incorporated propidium iodide. B, The percentage of cell population at each stage. Overexpression of Pax3 may induce S phase arrest in Neuro‐2a cells. Each item is derived from representative experiments, and the data were obtained from at least 10, 000 events. The data represent the means ± SEM, n = 3 independent experiments. ***P < .001 vs. Negative control

### 3.5 Pax3 may inhibit neurite outgrowth of differentiated Neuro‐2a cells

To determine the biological effect of Pax3 and Pax7 on neurite outgrowth, we performed functional analysis with Neuro‐2a cells infected by Ad‐Pax3, Ad‐Pax7 and Ad‐NC. Cells were differentiated after treated with retinoic acid according to the instruction. MAP2, a marker of neuron, was used to label the differentiated Neuro‐2a cells (Figure 5A). Cells expressing both ZsGreen1 and MAP2 were identified as the positive cells.

**FIGURE 5:**
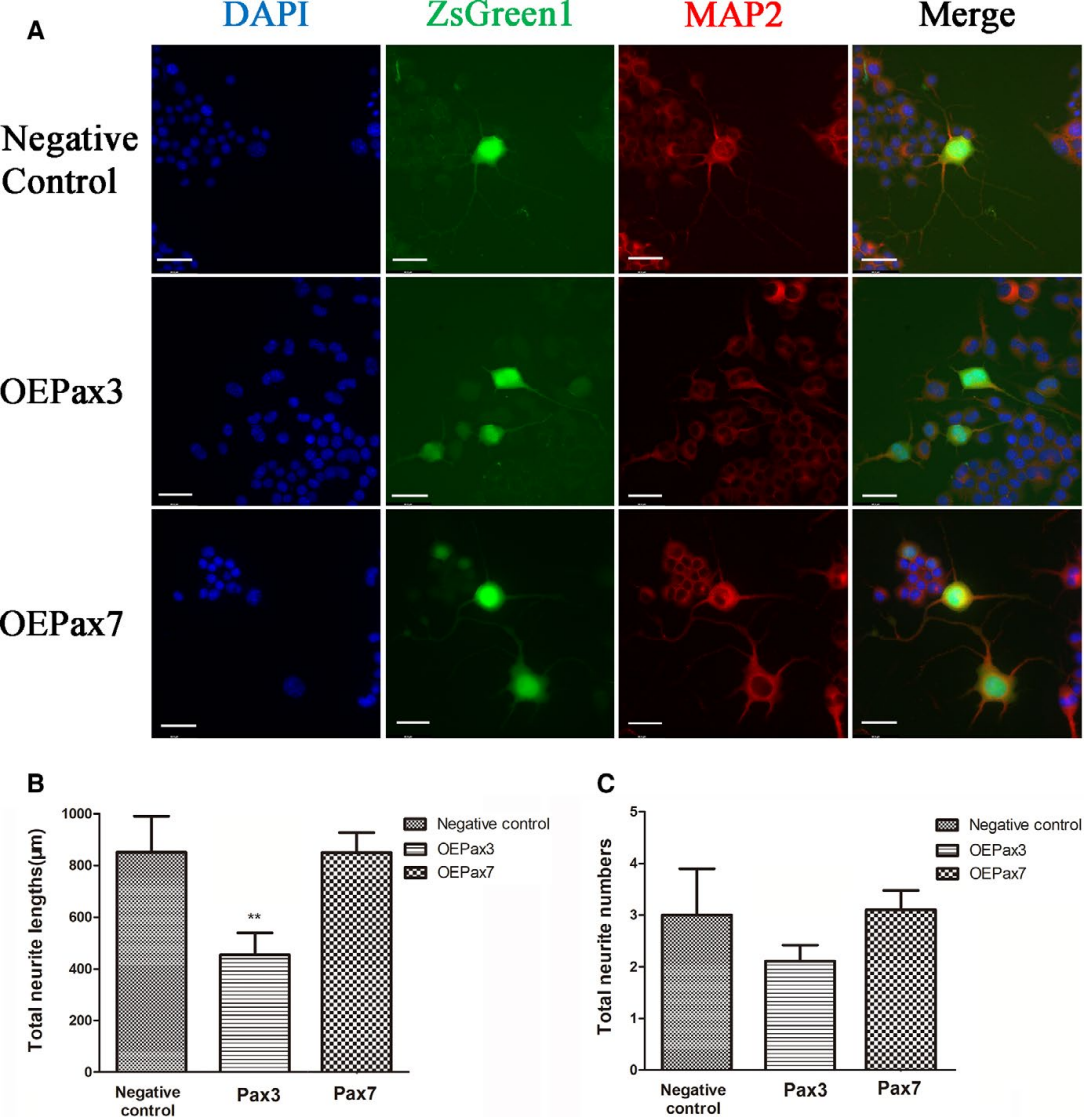
The effect of Pax3 and Pax7 on neurite outgrowth of differentiated Neuro‐2a cells. A, Cell immunofluorescence images of all nuclei (DAPI), MAP2 and ZsGreen1 among Pax3 overexpressed group, Pax7 overexpressed group and negative control group. Scale bar = 50µm. B, Total neurite lengths of positive cells in Pax3 overexpressed group were significant shorter than those in the negative control. Pax7 overexpressed group displayed no significant difference. Negative control: 851.4 ± 313. 1µm, Pax3 overexpressed group: 454.3 ± 226.4µm, Pax7 overexpressed group: 850 ± 216.6µm. **P < .01 vs. Negative control. C, Pax3 overexpressed group and Pax7 overexpressed group displayed no statistical difference of total neurite numbers compared with the negative control group in total neurite numbers. The data represent the means ± SEM, n = 3 independent experiments

Cell immunofluorescence results showed that cells expressing both ZsGreen1 and MAP2 in Pax3 overexpressed group exhibited significantly decreased total neurite lengths, whereas that of Pax7 overexpressed group displayed no significant difference (Figure 5B). Total neurite numbers were examined among the OEPax3, OEPax7 and negative control group. As was showed in Figure 5C, Pax3 overexpressed group and Pax7 overexpressed group displayed no statistical difference compared with the negative control group. Overall, it suggested that Pax3 may inhibit neurite outgrowth of differentiated Neuro‐2a cells.

### 3.6 Transcriptome analysis of Neuro‐2a cells overexpressing Pax3

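RNA was sequenced from Neuro-2a cells, a mouse neuroblastoma cell line, 48 hours after infection with the adenovirus carrying Pax3 (Pax3 overexpressed group, 2 libraries) and from a negative control group (2 libraries). Other assays of the paper use a negative control adenovirus, but the legend of Fig. 7 speaks of untreated cells, and the methods of the sequencing do not say whether these controls were infected; if they were not, the differences also hold the effect of infection. The deposited values are whole-number counts per Ensembl gene ID, and their totals were 17938316 and 20253761 in the negative control libraries and 17811988 and 17639389 in the Pax3 overexpressed libraries. How the authors assigned reads to genes, and whether strand was used, is not named in the paper's text. The FPKM values described in the methods were not used here. Of 54532 gene IDs, 28549 had at least 1 count and 15587 had enough counts to be tested. Counts were normalized by TMM, and the groups were compared gene by gene with the quasi-likelihood test of edgeR, with p-values adjusted by the Benjamini-Hochberg method over all genes tested. Below, a gene rose or fell if its adjusted p was under 0.05. Lists of genes of the cell cycle, splicing, protein synthesis and folding, mitochondria and nerve cells were fixed before the data were examined and tested for a common direction with camera. They share members with the pathways of Table S1, so their results are not independent of what the paper reports from these samples. The spread between the 2 libraries of a group, as chi-square per gene, was 2.16 in the negative control group and 3.54 in the Pax3 overexpressed group, against 12.5 to 18.4 between libraries of different groups. Whether the 2 libraries of a group came from separate cultures is not stated, so the p-values measure only the spread between these libraries. Across 9914 well-expressed protein-coding genes, fold changes followed the GC content (Spearman's rho 0.399) and the length of the exons (rho -0.354) of the genes, which are not independent replicates. Low-GC long genes had a median log2 fold change of -0.20 (469 genes) and high-GC short genes one of 0.11 (470 genes). The difference between the 2 Pax3 overexpressed libraries also followed both (rho -0.368 and 0.339), so a correction of every library for GC content and length was added after this was seen.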

To investigate the underlying mechanisms of inhibitory of Cell viability, proliferation and cell cycle by Pax3, we performed RNA sequencing in Pax3 overexpressed group and negative control group. 25 910 transcripts with significant P value included 1047 up‐regulated genes, 1313 down‐regulated and 23 550 unchanged transcripts.

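Pax3 was read 14 and 16 times in the negative control libraries and 77108 and 74617 times in the Pax3 overexpressed libraries, where it made up 0.423 to 0.433% of all counts. Its log2 fold change was 12.40 (standard error 0.07, adjusted p = 1.36e-36 from edgeR's quasi-likelihood test). Besides Pax3, the genes that rose most included the natriuretic peptide gene Nppb, the carboxypeptidase gene Cpa4, the nicotinic receptor subunit gene Chrna5 and the signalling gene Wnt11. The genes that fell most included Knl1, Cenpe, Cenpf and Kif18a, which act at the kinetochore or on the microtubules of the mitotic spindle. Nppb went from 1.17 ± 0.40 to 8.28 ± 0.76 CPM (SD, n = 2), and Knl1 from 59.8 ± 4.74 to 21.8 ± 1.71 (SD, n = 2).
In all, 979 genes rose and 1310 fell at an adjusted p under 0.05 from edgeR, most of them by a small amount. After the correction for GC content and length, 1000 rose and 833 fell, and 1280 of the 2289 genes kept their call and direction. 38 genes rose and 102 fell by more than 2-fold, and 85.1% of the called genes changed by less than 1.5-fold. The 12 genes that rose most by the rule for named genes were Pax3, Gapdh (log2 fold change 2.84), Nppb (2.84), Rps26-ps1 (2.02), Cpa4 (1.94), Rps27a (1.62), Chrna5 (1.39), Srp54b (1.18), Chst14, Shisa2 (1.08), Wnt11 (0.99) and Gcnt4 (0.94). Among them, the values of Gapdh, Rps26-ps1 and Srp54b are uncertain, since reads may also match near-identical copies and how such reads were counted is not stated. The 92 annotated copies of Gapdh held 33614 counts, against 2394 of Gapdh itself. The 12 genes that fell most were Zfp945 (log2 fold change -1.95), Ccdc88a (-1.49), Cep290 (-1.47), Knl1 (-1.46), Arhgap5 (-1.45), Lcorl (-1.44), Kif18a (-1.40), Cenpe (-1.36), Ccdc18 (-1.35), Cops2 (-1.35), Cenpf (-1.35) and Zfp979 (-1.28). Zfp979 has 7 near-identical copies, and exons of Cep290, Lcorl, Kif18a and Cops2 overlap a gene on the opposite strand. All of these changes had adjusted p-values under 0.05 in edgeR and remained so after the correction for GC content and length, but the falls became smaller, with log2 fold changes such as -1.48 for Zfp945, -0.91 for Ccdc18, -0.85 for Arhgap5 and -0.67 for Zfp979 after it. Pax7 had 1 count over the 4 libraries and was not tested.
In DESeq2, 400 genes rose and 670 fell at an adjusted p under 0.05, and 1047 were higher and 1313 lower at an unadjusted one, the same counts as the paper's. At an unadjusted p under 0.05, the threshold of the paper's methods, 2047 genes were higher and 2179 lower in edgeR, where chance alone gives 779 of 15587. The number past the adjusted threshold was 2 without negative control replicate 1 and 22 without negative control replicate 2, where the spread comes from the Pax3 overexpressed libraries alone, and 3638 without Pax3 replicate 2.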

P‐Significant transcripts were analysed for enriched GO terms. Ten GO terms were enriched under biological processes, cellular component and molecular function category, respectively. 

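Genes of RNA splicing changed in both directions. Of 128 measured genes of the core spliceosome and splicing factors, 23 rose, 26 fell and 79 did not pass the test (37 rose and 30 fell when adjusted over the list alone). At an unadjusted p under 0.05 in edgeR 41 were higher and 30 lower, and in DESeq2 7 rose and 16 fell. The largest change was that of Thoc2, a subunit of the complex that couples transcription and splicing to mRNA export, which went from 93.5 ± 8.98 to 41.4 ± 5.97 CPM (SD, n = 2; log2 fold change -1.18, standard error 0.08, adjusted p = 1.53e-11 from edgeR). The muscleblind genes Mbnl2 (log2 fold change -0.50) and Mbnl1 (-0.45), which regulate alternative splicing, and U2surp (-0.53), which belongs to the U2 particle, also fell. Of 20 SR proteins and their kinases, Srsf3 was the 1 that rose (log2 fold change 0.17), 4 fell, among them Srrm2 (-0.20), Srsf10 (-0.21) and Clk1 (-0.24), and 15 did not pass the test (2 rose and 6 fell when adjusted over the list alone).
Splicing genes were overrepresented among the genes past an unadjusted p under 0.05, with 71 of 128 (odds ratio 3.39, adjusted p = 5.29e-10 from Fisher's exact test, two-sided, over 34 lists). The background was all genes tested, not matched for expression level. With genes of a mean under 10 CPM left out, the adjusted p was 7.09e-05 (Fisher's exact test). Splicing genes were overrepresented among the higher genes (odds ratio 3.16, adjusted p = 3.12e-07) and among the lower ones (odds ratio 1.90, adjusted p = 0.0187, both from Fisher's exact test). As a group they had no common direction, with a median log2 fold change of 0.04 and an adjusted p of 0.769 from camera. Of the 36 spliceosome genes of Table S1, 21 rose and 11 fell, which is not independent evidence, since the study chose them on these samples.
The direction of both lists depended on GC content and length: after the correction, 32 splicing genes rose and 9 fell (camera adjusted p = 0.00334, upward), and the SR proteins, downward before at an adjusted p of 0.462, pointed upward at 0.0463. These camera values use the preset correlation of 0.01. With an estimated correlation the uncorrected counts gave camera adjusted p-values of 0.827 for the splicing list and 0.865 for the SR proteins. The estimates were 0.0058 and 0.294, so the preset value may be too small for the SR proteins. The estimate was not combined with the correction. No list passed with an estimated correlation, also where the estimate lay below 0.01, so that setting cannot tell the lists apart. After the correction Thoc2 had a log2 fold change of -0.80, Mbnl2 one of -0.47, Mbnl1 one of -0.14 and U2surp one of -0.18. After it Clk1 had a log2 fold change of 0.042 (adjusted p = 0.745) and Srsf10 one of -0.04 (adjusted p = 0.564, edgeR).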

The most significant GO biological process was 'RNA splicing' (GO: 0 008 380) (Figure 6).

**FIGURE 6:**
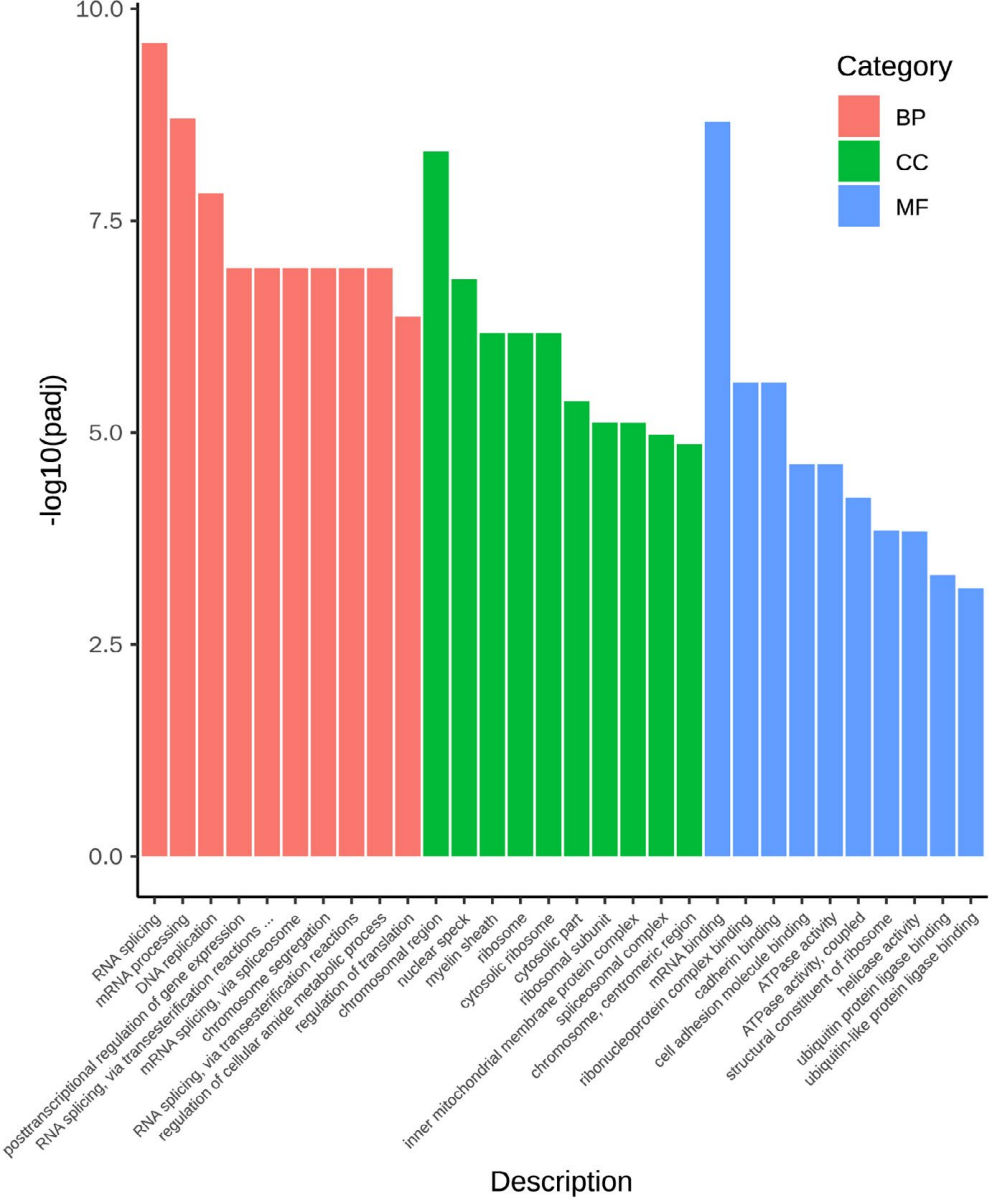
GO analysis of Neuro‐2a cells infected by Ad‐Pax3. Compared with the negative control group, GO terms were enriched under biological processes (red columns), cellular component (green columns) and molecular function (blue columns) category in Pax3 overexpressed group

KEGG database reveals the pathways that might be regulated under Pax3 overexpressing condition for the Neuro‐2a cells. 

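Of 76 measured nuclear genes of oxidative phosphorylation, which make up much of the Parkinson disease pathway, 25 rose and none fell in edgeR (37 and 0 at an unadjusted p under 0.05, 15 and 0 in DESeq2; 30 rose when adjusted over the list alone), among them Atp5b, which encodes a subunit of ATP synthase (log2 fold change 0.22, standard error 0.03, adjusted p = 3.38e-05), Cox5b of cytochrome c oxidase (0.32) and Ndufa10 of complex I (0.30). The 12 measured transcripts of the mitochondrial genome went the other way: 6 fell and none rose in edgeR (7 and 0 at an unadjusted p under 0.05, 5 and 0 in DESeq2; 7 fell when adjusted over the list alone), as mt-Nd1 (log2 fold change -0.23), mt-Nd4 (-0.24) and mt-Cytb (-0.18). Of 60 genes of protein folding and processing in the endoplasmic reticulum, 20 rose, 5 fell and 35 did not pass (30 rose and 7 fell when adjusted over the list alone). The chaperone genes Calr (log2 fold change 0.33), Creld2 (0.38) and P4hb (0.24) rose and the oxidase gene Ero1l fell (-0.27). After the correction for GC content and length these values were 0.28, 0.30, 0.17 and -0.13 in the same order. Of 79 cytosolic ribosomal protein genes, 27 rose, 2 fell and 50 did not pass (39 rose and 3 fell when adjusted over the list alone). After the correction for GC content and length 14 rose and 5 fell, and in DESeq2 17 rose and 1 fell. Rps2 (log2 fold change 0.31) and Rps12 (0.37) rose, and their near-identical copies gained CPM as well. Rpl17 had a log2 fold change of -0.47, but its 61.0 CPM of loss stood against a gain of 60.0 CPM in its 25 near-identical copies, and gene and copies together held 497.9 and 493.4 CPM in the negative control group and 507.6 and 481.6 in the Pax3 overexpressed group.
Tested with camera against all other genes, the nuclear oxidative phosphorylation list (adjusted p = 3.77e-07), the folding list (0.000656) and the ribosomal list (2.38e-07) pointed upward and the mitochondrial list downward (0.000938). With an estimated correlation, the adjusted p-values were 0.616, 0.558, 0.616 and 0.565 in the same order. The estimates were 0.599, -0.0140, 0.650 and 0.310, again in that order. Except for the folding list they lay far above the preset 0.01, so the preset p-values of the other lists may be too small. The mitochondrially encoded transcripts are low in GC content, and after the correction for GC content and length they pointed upward (camera adjusted p = 0.00781), with 5 members that rose and none that fell in edgeR. Transcripts of the mitochondrial genome made up 1.78 and 1.75% of counts in the negative control libraries and 1.52 and 1.65% in the Pax3 overexpressed ones. The correction takes the whole trend as technical, which was not tested, so the direction of this list stays open. Without Pax3 replicate 1 the ribosomal list had an adjusted p of 0.0634. Of the genes of Table S1, which the study chose on these samples and which are not independent evidence, 31 of 42 rose and 6 fell for Parkinson disease, 25 of 46 rose and 13 fell for protein processing in the endoplasmic reticulum, and 28 of 38 rose and 1 fell for ribosome.

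**Figure D1:**
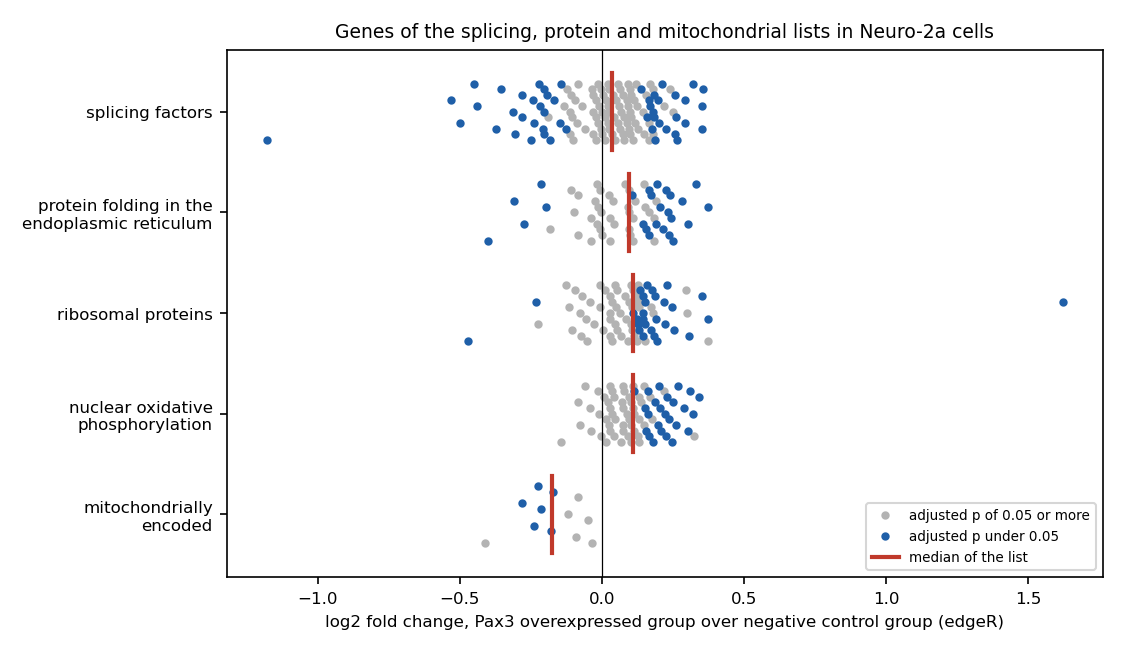
Log2 fold change of each measured gene of 5 lists in the Pax3 overexpressed group over the negative control group (horizontal axis, edgeR), each dot a gene, dark where its adjusted p was under 0.05, with the median of each list as a red line. The medians lie at 0.04 for splicing factors, 0.10 for folding, 0.11 for ribosomal proteins, 0.11 for nuclear oxidative phosphorylation and -0.17 for mitochondrially encoded transcripts, which lie at 0.13 after the correction for GC content and length.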

As shown in Figure 7, 'Parkinson disease', 'Protein processing in endoplasmic reticulum' and 'cell cycle' are significant KEGG pathways. Pathway analysis revealed that Pax3 affects cell cycle of Neuro‐2a cell through regulating proproliferative cell cycle genes, such as cell division cycle 6 (CDC6), origin recognition complex submit 4 (ORC4) and minichromosome maintenance complex component 2‐7 (MCM2‐7) (Table S1). Therefore, Pax3 promoted up‐regulation of genes involved in cell cycle machinery, which indicated the potential mechanism of proliferation.

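Cdc6, the factor that loads the replicative helicase onto origins, rose from 96.2 ± 1.71 to 132.7 ± 0.0568 CPM (SD, n = 2), a log2 fold change of 0.46 (standard error 0.05, adjusted p = 4.96e-07 from edgeR's quasi-likelihood test). Of the 6 helicase genes Mcm2 to Mcm7, 5 rose, with log2 fold changes of 0.27 for Mcm2, 0.20 for Mcm4, 0.24 for Mcm5, 0.19 for Mcm6 and 0.20 for Mcm7 (standard errors from 0.04 to 0.06). Mcm3 had a log2 fold change of 0.11 (standard error 0.04, adjusted p = 0.0908 from edgeR). Orc4, a subunit of the origin recognition complex, fell from 95.2 ± 4.06 to 63.7 ± 0.190 CPM (SD, n = 2), a log2 fold change of -0.58 (standard error 0.06, adjusted p = 4.50e-08 from edgeR). Of the 6 subunits of that complex, 1 rose and 1 fell.
Of 30 measured genes of the pre-replication complex and helicase loading, 12 rose and Orc4 was the 1 that fell (14 rose and 3 fell when adjusted over the list alone), with a median log2 fold change of 0.07 and an upward direction in camera (adjusted p = 0.0137, or 0.558 with an estimated correlation). Of 35 genes of DNA replication, 13 rose and 1 fell (14 and 1 when adjusted over the list alone), at a median of 0.11 (camera adjusted p = 0.000266, or 0.558 with an estimated correlation). Rpa1 (log2 fold change 0.31) and Rpa2 (0.33), which bind single-stranded DNA, rose, and the polymerase gene Pola1 fell (-0.32). Of 14 DNA replication genes of Table S1, chosen by the study on these samples and so not independent evidence, 12 rose and 1 fell.
After the correction for GC content and length, Orc4 had a log2 fold change of -0.16 (adjusted p = 0.0618) and Pola1 one of -0.13 (adjusted p = 0.255, edgeR). Exons of Orc4 overlap those of Mbd5 and Acvr2a, and exons of Mcm7 those of Cops6 and Ap4m1, on the opposite strand. The overlap covers 582 of the 7458 exonic bases of Orc4 and, with 2 microRNA genes on the same strand, 557 of the 4426 of Mcm7, and reads within it cannot be told apart between opposite strands if strand was not used.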

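Of 43 measured genes of S phase, 15 rose, 7 fell and 21 did not pass the test (16 rose and 7 fell when adjusted over the list alone). Among those that fell were Ccne2, a cyclin of entry into S phase, which went from 127.6 ± 1.17 to 68.0 ± 7.84 CPM (SD, n = 2; log2 fold change -0.91, standard error 0.06, adjusted p = 5.82e-11 from edgeR), and Casp8ap2 (-0.62), which histone gene expression needs. Of 39 cyclins, cyclin-dependent kinases and their regulators, 5 rose, 4 fell and 30 did not pass (5 and 5 when adjusted over the list alone). Ccnd3 rose (log2 fold change 0.34), while Ccnd1 fell (-0.28); both are D-type cyclins of the G1 phase.
The S phase list, which shares 15 members with the replication lists, pointed upward with a median log2 fold change of 0.11 (camera adjusted p = 0.0384, or 0.558 with an estimated correlation). With genes of a mean under 10 CPM left out, its adjusted p was 0.0919. After the correction for GC content and length 19 of its genes rose and 2 fell (camera adjusted p = 2.59e-05, upward), and the log2 fold change was -0.44 for Ccne2 and -0.44 for Casp8ap2. The cyclins had no common direction (camera adjusted p = 0.983). Of the 37 cell cycle genes of Table S1, 17 rose and 15 fell at an adjusted p under 0.05 from edgeR. The study chose these 37 on these samples, so this tally is not independent evidence; their median log2 fold change was 0.11 while camera pointed downward (adjusted p = 0.167). Exons of Ccne2 and Ccnd3 overlap genes on the opposite strand.
From the cell cycle pathway and genes such as CDC6, ORC4 and MCM2-7, the paper concludes that Pax3 raised the expression of cell cycle machinery genes, and it names this as the potential mechanism of the effect on proliferation.

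**Figure D2:**
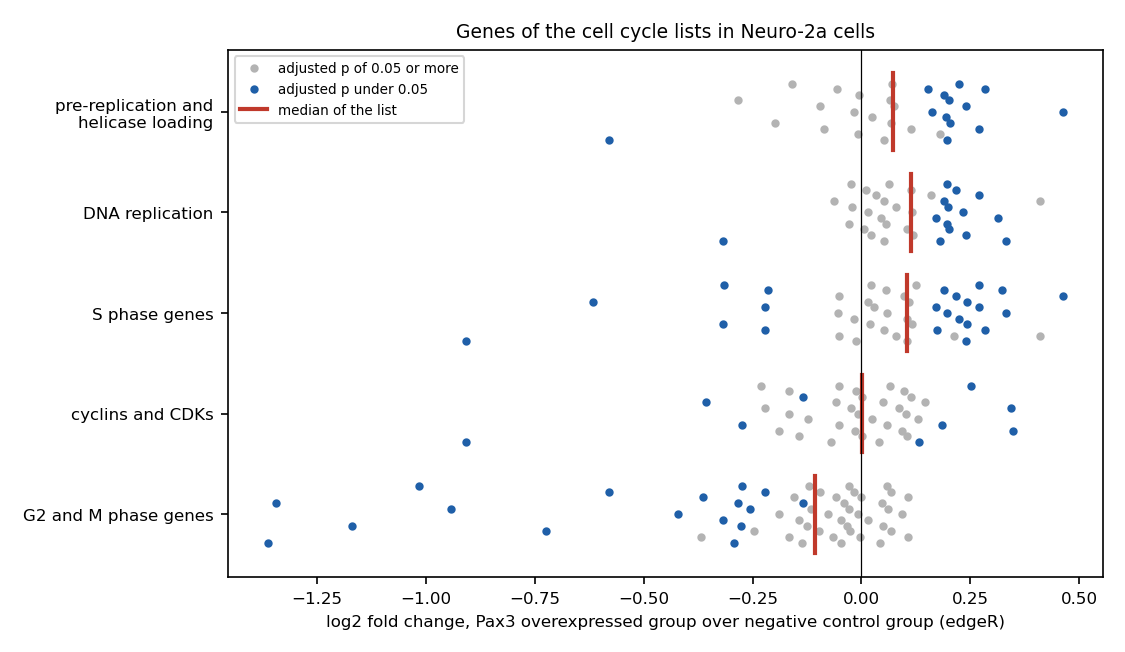
Log2 fold change of each measured gene of 5 cell cycle lists in the Pax3 overexpressed group over the negative control group (horizontal axis, edgeR), each dot a gene, dark where its adjusted p was under 0.05, with the median of each list as a red line. The medians lie at 0.07 for pre-replication genes, 0.11 for DNA replication, 0.11 for S phase and -0.11 for G2 and M phase genes.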

**FIGURE 7:**
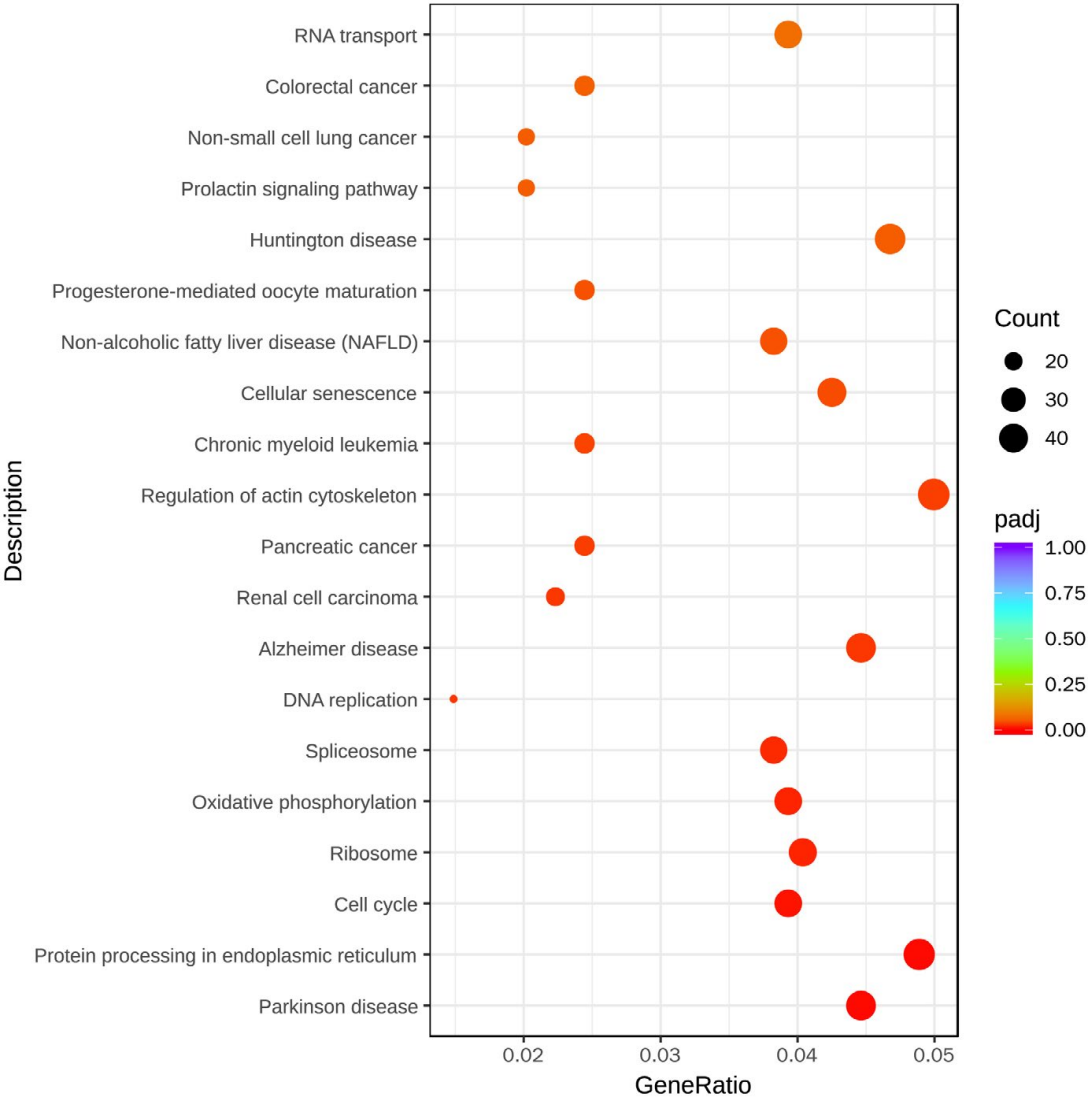
KEGG analysis of Neuro‐2a cells infected by Ad‐Pax3. KEGG pathways analysis revealed 'Parkinson disease', ‘Protein processing in endoplasmic reticulum’ and 'cell cycle' were significant KEGG pathways compared with untreated cells

## 4 DISCUSSION

The function of Pax gene family has been widely examined. The roles of Pax3 and Pax7 in the spinal cord development are relatively well understood, but it is still unknown the function of Pax3 and Pax7 in postnatal nervous system development. The Neuro‐2a cell line was originally derived from mouse neuroblastoma cells of a spontaneous tumour. The cells are a type of brain tumour cell, but they carry many inherent morphological and physiological properties that resemble neural stem cells in neuronal development. Pax3 has been widely studied in lots of studies about Pax gene function in the development of neural crest, whereas pax7 is important for the development and the postnatal maintenance of muscle stem cells.^34^ Pax7 mutants are viable until 2‐3 weeks after birth and become more and more severe in the postnatal period when extensive muscle growth takes place.^35^, ^36^

We found that Pax3 not only can inhibit the cell viability and proliferation but also affect the cell cycle and the neurite outgrowth of Neuro‐2a cells. However, there seemed no difference between the Pax7 overexpressed group and the negative control group. Considering the low expression level of Pax7 in Neuro‐2a cells and the role in postnatal nervous system, Pax7 may not play essential roles in Neuro‐2a cells proliferation and differentiation. The effects of Pax3 on cell viability have been checked in other cell lines in which the Pax3 expression had relatively high level. However, no significant change of cell viability was found after Pax3 overexpression in the LLC lung cancer cell line, the 4T1 murine breast cancer cell line and the MC38 colon cancer cell line (Figure S4). It suggested the mechanism of Pax3 on cell viability is not universal among different cell lines. We also examined cleaved caspase 3(CC3), the apoptosis marker, in Pax3 overexpressed group. Pax7 overexpressed group and negative control group. These results indicated that, even though the cell proliferation has been inhibited, cell apoptosis rate was not increased in Pax3 overexpressed group (Figure S5).

Quiescence is important for long‐term maintenance of adult stem cells. Stem cells can maintain tissue homeostasis through new differentiated cell generation. The ability to enter a reversible state of quiescence keeps adult stem cells away from the damage and protects the population from depletion.^37^ The regenerative capacity of resident neural stem cells (NSCs) is important for neurogenesis in mammalian brain.^38^ Similarity, myogenic progenitor cells, also called satellite cells, can drive rapid activation and regeneration in adult muscle. It was implicated that Pax3 and Pax7 played essential roles in maintaining cell survival and promoting proliferation. It has also been reported that these two paralogs can regulate the entry of myogenic progenitor cells into the skeletal muscle programme, not only in the postnatal stage but also in the adult.^39^, ^40^, ^41^ However, in our study, Pax3 can inhibit the cell viability and proliferation of Neuro‐2a cells. KEGG pathways analysis revealed that Pax3 may promote up‐regulation of genes involved in cell cycle machinery, thereby inhibit the proliferation of Neuro‐2a cells. 

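Of the other cell division cycle genes, Cdc45, which activates the helicase at origins, and the phosphatase genes Cdc25a and Cdc25b, which activate cyclin-dependent kinases, all rose by less than 1.5-fold. Cdc45 went from 99.5 ± 0.614 to 121.2 ± 2.57 CPM (SD, n = 2), a log2 fold change of 0.28 (standard error 0.05, adjusted p = 0.000468 from edgeR's quasi-likelihood test). Cdc25a went from 115.6 ± 2.79 to 137.7 ± 1.90 (SD, n = 2), a log2 fold change of 0.25 (standard error 0.05, adjusted p = 0.00117 from edgeR). Cdc25b went from 57.1 ± 0.649 to 72.6 ± 2.75 (SD, n = 2), a log2 fold change of 0.35 (standard error 0.06, adjusted p = 0.000155 from edgeR). In all 3 genes, both Pax3 overexpressed libraries lay above both negative control libraries, and an exact permutation test of 2 against 2 libraries cannot reach a p under 0.05. Exons of Cdc45 overlap those of Ufd1, and exons of Cdc25b those of Spef1, on the opposite strand.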

Several proproliferative cell cycle genes are up‐regulated, including cell division cycle 6, 45, 25a, 25b (CDC6, 45, 25a, 25b), origin recognition complex submit 4 (ORC4) and minichromosome maintenance complex component 2‐7 (MCM2‐7). As reported, the ORC and Cdc6 load a Mcm2‐7 double hexamer onto DNA to start DNA replication.^42^, ^43^, ^44^ Up‐regulation of these genes may strengthen the DNA‐binding, thereby arrest the cell cycle at S phase. 

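Ccnb1, the cyclin that drives entry into mitosis, fell from 332.6 ± 3.24 to 303.1 ± 0.735 CPM (SD, n = 2), a log2 fold change of -0.13 (standard error 0.04, adjusted p = 0.0280 from edgeR's quasi-likelihood test). Of 54 measured genes of G2 and M phase, 17 fell, Ccnb1 among them, none rose and 37 did not pass the test in edgeR (23 fell and 1 rose at an unadjusted p under 0.05, 14 fell and 0 rose in DESeq2; 19 fell and 1 rose when adjusted over the list alone). Mki67, the marker of cycling cells, went from 625.7 ± 42.8 to 309.3 ± 18.1 CPM (SD, n = 2; log2 fold change -1.02), and Smc4, a subunit of condensin, from 364.4 ± 2.53 to 189.7 ± 9.22 (SD, n = 2; log2 fold change -0.94). The kinetochore motor gene Cenpe and its partner Cenpf, named above, fell the most of this list. Among the 37 that did not pass were Cdk1 (log2 fold change -0.0072), Plk1 (-0.0650), Cdc20 (0.0002) and Aurka (0.0501), so the fall was not shared by all members.
The median log2 fold change of the 54 genes was -0.11, and camera pointed downward (adjusted p = 2.58e-12, or 0.546 with an estimated correlation). After the correction for GC content and length, 14 fell and 2 rose in edgeR, camera still pointed downward (adjusted p = 1.39e-10), and Ccnb1 had a log2 fold change of -0.09 (adjusted p = 0.117 from edgeR).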

Besides, KEGG pathways analysis exhibited that CCNB1 was down‐regulated. CCNB1 mainly expressed in G2/M transition of mitotic cell cycle, which was consistent with the fact that Neuro‐2a cells overexpressing Pax3 were arrested at S phase and showed a concomitant decrease in the G2 phase. Rhabdomyosarcoma, a common soft‐tissue malignancy, resulted from overexpression of Pax3/7‐FOXO1 fusion gene.^45^, ^46^, ^47^ Dysregulated myogenesis was observed in Rhabdomyosarcoma.^48^ However, bioinformatics analysis exhibited that CCNB1 was significant up‐regulated in Rhabdomyosarcoma patient,^49^ which was not consistent with the finding in Neuro‐2a cells overexpressing Pax3. It indicated that CCNB1 may not be the direct target of Pax3.

In conclusion, Pax3, but not Pax7 is a critical regulator of cell viability, proliferation, cell cycle and neurite outgrowth in Neuro‐2a cells.

## CONFLICT OF INTEREST

The authors declare that there are no conflict of interests.

## AUTHORS’CONTRIBUTIONS

WZ and JW: Study design. BH, YY and BY: Animal experiments including tissue collection and RNA/protein extraction. BH, ML and XC: Neuro‐2a cell experiments. JW and WZ: Data analysis; writing the paper. XC and BY: Manuscript revision. All authors: Final approval of manuscript.

## Supporting information

Fig S1

Fig S2

Fig S3

Fig S4

Fig S5

Table S1

# Supplementary material for: Pax3 inhibits Neuro‐2a cells proliferation and neurite outgrowth
**Source:** J Cell Mol Med. 2020 Dec 17;25(2):1252–62. doi: 10.1111/jcmm.16195
**Supplement:** Supplementary file 1 — Fig S1

1 Pax3-201	1	MTTLAGAVPRMMRP	GPGQNYPRSGFP	LEVSTPLGQGRVN	QLGGVF	INGRPLPNHIRHK
2 PAX3-206 (PAX3d)	1	MTTLAGAVPRMMRP	GPGQNYPRSGFP	LEVSTPLGQGRVN	QLGGVF	INGRPLPNHIRHK
3 Pax3-202	1	MTTLAGAVPRMMRP	GPGQNYPRSGFP	LEVSTPLGQGRVN	QLGGVF	INGRPLPNHIRHK
4 PAX3-204 (PAX3c)	1	MTTLAGAVPRMMRP	GPGQNYPRSGFP	LEVSTPLGQGRVN	QLGGVF	INGRPLPNHIRHK
5 PAX3-205 (PAX3e)	1	MTTLAGAVPRMMRP	GPGQNYPRSGFP	LEVSTPLGQGRVN	QLGGVF	INGRPLPNHIRHK
6 PAX3-202 (PAX3g)	1	MTTLAGAVPRMMRP	GPGQNYPRSGFP	LEVSTPLGQGRVN	QLGGVF	INGRPLPNHIRHK
7 PAX3-203 (PAX3h)	1	MTTLAGAVPRMMRP	GPGQNYPRSGFP	LEVSTPLGQGRVN	QLGGVF	INGRPLPNHIRHK
8 PAX3-201 (PAX3b)	1	MTTLAGAVPRMMRP	GPGQNYPRSGFP	LEVSTPLGQGRVN	QLGGVF	INGRPLPNHIRHK
9 PAX3-208 (PAX3a)	1	MTTLAGAVPRMMRP	GPGQNYPRSGFP	LEVSTPLGQGRVN	QLGGVF	INGRPLPNHIRHK

1 Pax3-201	59	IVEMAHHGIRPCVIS	RQLRVSHGCVSKIL	CRYQETGSIRPGA	IGGSKPKQV	TTTPDVEK
2 PAX3-206 (PAX3d)	59	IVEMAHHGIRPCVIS	RQLRVSHGCVSKIL	CRYQETGSIRPGA	IGGSKPKQV	TTTPDVEK
3 Pax3-202	59	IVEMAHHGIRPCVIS	RQLRVSHGCVSKIL	CRYQETGSIRPGA	IGGSKPKQV	TTTPDVEK
4 PAX3-204 (PAX3c)	59	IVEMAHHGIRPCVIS	RQLRVSHGCVSKIL	CRYQETGSIRPGA	IGGSKPKQV	TTTPDVEK
5 PAX3-205 (PAX3e)	59	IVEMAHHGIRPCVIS	RQLRVSHGCVSKIL	CRYQETGSIRPGA	IGGSKPKQV	TTTPDVEK
6 PAX3-202 (PAX3g)	59	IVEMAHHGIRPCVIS	RQLRVSHGCVSKIL	CRYQETGSIRPGA	IGGSKPKQV	TTTPDVEK
7 PAX3-203 (PAX3h)	59	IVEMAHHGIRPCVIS	RQLRVSHGCVSKIL	CRYQETGSIRPGA	IGGSKPKQV	TTTPDVEK
8 PAX3-201 (PAX3b)	59	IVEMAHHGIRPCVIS	RQLRVSHGCVSKIL	CRYQETGSIRPGA	IGGSKPKQV	TTTPDVEK
9 PAX3-208 (PAX3a)	59	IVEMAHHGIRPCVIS	RQLRVSHGCVSKIL	CRYQETGSIRPGA	IGGSKPKQV	TTTPDVEK

1 Pax3-201	117	KIEEYKRENPGMFS	WEIRDKLLKDAVCD	RNTVPSVSSISRIL	RSKFGKG	EEEEADLER
2 PAX3-206 (PAX3d)	117	KIEEYKRENPGMFS	WEIRDKLLKDAVCD	RNTVPSVSSISRIL	RSKFGKG	EEEEADLER
3 Pax3-202	117	KIEEYKRENPGMFS	WEIRDKLLKDAVCD	RNTVPSVSSISRIL	RSKFGKG	EEEEADLER
4 PAX3-204 (PAX3c)	117	KIEEYKRENPGMFS	WEIRDKLLKDAVCD	RNTVPSVSSISRIL	RSKFGKG	EEEEADLER
5 PAX3-205 (PAX3e)	117	KIEEYKRENPGMFS	WEIRDKLLKDAVCD	RNTVPSVSSISRIL	RSKFGKG	EEEEADLER
6 PAX3-202 (PAX3g)	117	KIEEYKRENPGMFS	WEIRDKLLKDAVCD	RNTVPSVSSISRIL	RSKFGKG	EEEEADLER
7 PAX3-203 (PAX3h)	117	KIEEYKRENPGMFS	WEIRDKLLKDAVCD	RNTVPSVSSISRIL	RSKFGKG	EEEEADLER
8 PAX3-201 (PAX3b)	117	KIEEYKRENPGMFS	WEIRDKLLKDAVCD	RNTVPSVSSISRIL	RSKFGKG	EEEEADLER
9 PAX3-208 (PAX3a)	117	KIEEYKRENPGMFS	WEIRDKLLKDAVCD	RNTVPSVSSISRIL	RSKFGKG	EEEEADLER

1 Pax3-201	175	KEAESEKKAKHSID	GILSERASAPQSDE	GSIDIDSEPD	LPLKRKQRR	SRTTFTAEQLE
2 PAX3-206 (PAX3d)	175	KEAESEKKAKHSID	GILSERASAPQSDE	GSIDIDSEPD	LPLKRKQRR	SRTTFTAEQLE
3 Pax3-202	175	KEAESEKKAKHSID	GILSERASAPQSDE	GSIDIDSEPD	LPLKRKQRR	SRTTFTAEQLE
4 PAX3-204 (PAX3c)	175	KEAESEKKAKHSID	GILSERASAPQSDE	GSIDIDSEPD	LPLKRKQRR	SRTTFTAEQLE
5 PAX3-205 (PAX3e)	175	KEAESEKKAKHSID	GILSERASAPQSDE	GSIDIDSEPD	LPLKRKQRR	SRTTFTAEQLE
6 PAX3-202 (PAX3g)	175	KEAESEKKAKHSID	GILSERASAPQSDE	GSIDIDSEPD	LPLKRKQRR	SRTTFTAEQLE
7 PAX3-203 (PAX3h)	175	KEAESEKKAKHSID	GILSERASAPQSDE	GSIDIDSEPD	LPLKRKQRR	SRTTFTAEQLE
8 PAX3-201 (PAX3b)	175	KEAESEKKAKHSID	GILSERGKALVSGV	SSH.....		
9 PAX3-208 (PAX3a)	175	KEAESEKKAKHSID	GILSERG.....			

1 Pax3-201	233	ELERAFERTHYPD	IYTREELAQRAKL	TEARVQVWFSNRR	ARWRKQAGAN	QLMAFNHLI
2 PAX3-206 (PAX3d)	233	ELERAFERTHYPD	IYTREELAQRAKL	TEARVQVWFSNRR	ARWRKQAGAN	QLMAFNHLI
3 Pax3-202	233	ELERAFERTHYPD	IYTREELAQRAKL	TEARVQVWFSNRR	ARWRKQAGAN	QLMAFNHLI
4 PAX3-204 (PAX3c)	233	ELERAFERTHYPD	IYTREELAQRAKL	TEARVQVWFSNRR	ARWRKQAGAN	QLMAFNHLI
5 PAX3-205 (PAX3e)	233	ELERAFERTHYPD	IYTREELAQRAKL	TEARVQVWFSNRR	ARWRKQAGAN	QLMAFNHLI
6 PAX3-202 (PAX3g)	233	ELERAFERTHYPD	IYTREELAQRAKL	TEARVQVWFSNRR	ARWRKQAGAN	QLMAFNHLI
7 PAX3-203 (PAX3h)	233	ELERAFERTHYPD	IYTREELAQRAKL	TEARVQVWFSNRR	ARWRKQAGAN	QLMAFNHLI
8 PAX3-201 (PAX3b)		.....				
9 PAX3-208 (PAX3a)	197	.....		KRWRLGRR	TCWVTWRASAS	.....

1 Pax3-201	291	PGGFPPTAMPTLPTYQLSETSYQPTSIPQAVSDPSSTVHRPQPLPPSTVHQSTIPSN	A
2 PAX3-206 (PAX3d)	291	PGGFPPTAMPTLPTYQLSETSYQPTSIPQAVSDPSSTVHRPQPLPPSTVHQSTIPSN	P
3 Pax3-202	291	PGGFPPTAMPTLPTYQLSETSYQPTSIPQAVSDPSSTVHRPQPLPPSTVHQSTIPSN	A
4 PAX3-204 (PAX3c)	291	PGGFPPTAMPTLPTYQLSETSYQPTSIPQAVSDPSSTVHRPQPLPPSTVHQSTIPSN	P
5 PAX3-205 (PAX3e)	291	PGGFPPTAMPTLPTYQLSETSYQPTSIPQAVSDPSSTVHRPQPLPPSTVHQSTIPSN	P
6 PAX3-202 (PAX3g)	291	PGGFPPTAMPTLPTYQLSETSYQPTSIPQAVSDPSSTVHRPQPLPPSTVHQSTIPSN	P
7 PAX3-203 (PAX3h)	291	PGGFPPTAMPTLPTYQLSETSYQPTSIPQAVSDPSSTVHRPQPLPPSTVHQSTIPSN	P
8 PAX3-201 (PAX3b)		.....	.
9 PAX3-208 (PAX3a)		.....	.

1 Pax3-201	349	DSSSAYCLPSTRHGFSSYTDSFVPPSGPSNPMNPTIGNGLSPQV	MG	LLTN	HGGVPHQP
2 PAX3-206 (PAX3d)	349	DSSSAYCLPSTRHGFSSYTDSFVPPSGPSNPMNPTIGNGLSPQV	MG	LLTN	HGGVPHQP
3 Pax3-202	349	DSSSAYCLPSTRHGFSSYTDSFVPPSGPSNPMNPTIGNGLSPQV	MG	LLTN	HGGVPHQP
4 PAX3-204 (PAX3c)	349	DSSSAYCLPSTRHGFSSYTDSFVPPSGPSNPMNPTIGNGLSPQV	MG	LLTN	HGGVPHQP
5 PAX3-205 (PAX3e)	349	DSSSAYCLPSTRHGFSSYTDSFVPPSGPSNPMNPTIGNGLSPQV	MG	LLTN	HGGVPHQP
6 PAX3-202 (PAX3g)	349	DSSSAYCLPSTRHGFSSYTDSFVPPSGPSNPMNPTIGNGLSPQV	PF	IISS	QISLGFKS
7 PAX3-203 (PAX3h)	349	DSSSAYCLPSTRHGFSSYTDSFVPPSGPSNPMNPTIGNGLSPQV	PF	IISS	QISRK...
8 PAX3-201 (PAX3b)		.....			.....
9 PAX3-208 (PAX3a)		.....			.....

1 Pax3-201	407	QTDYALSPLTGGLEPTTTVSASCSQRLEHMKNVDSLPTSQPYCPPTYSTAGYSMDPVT	
2 PAX3-206 (PAX3d)	407	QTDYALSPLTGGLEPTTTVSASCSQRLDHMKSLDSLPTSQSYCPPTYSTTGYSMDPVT	
3 Pax3-202	407	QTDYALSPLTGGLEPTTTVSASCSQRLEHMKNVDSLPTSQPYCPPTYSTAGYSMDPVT	
4 PAX3-204 (PAX3c)	407	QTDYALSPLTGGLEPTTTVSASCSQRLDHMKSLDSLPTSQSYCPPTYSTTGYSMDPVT	
5 PAX3-205 (PAX3e)	407	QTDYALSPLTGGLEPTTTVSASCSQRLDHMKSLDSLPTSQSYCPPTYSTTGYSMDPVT	
6 PAX3-202 (PAX3g)	407	F.....	
7 PAX3-203 (PAX3h)		.....	
8 PAX3-201 (PAX3b)		.....	
9 PAX3-208 (PAX3a)		.....	

1 Pax3-201	465	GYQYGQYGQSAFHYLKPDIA.....	
2 PAX3-206 (PAX3d)	465	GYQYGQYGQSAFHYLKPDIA.....	
3 Pax3-202	465	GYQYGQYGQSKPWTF.....	
4 PAX3-204 (PAX3c)	465	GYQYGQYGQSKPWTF.....	
5 PAX3-205 (PAX3e)	465	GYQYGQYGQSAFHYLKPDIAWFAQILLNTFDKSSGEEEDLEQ	
6 PAX3-202 (PAX3g)		.....	
7 PAX3-203 (PAX3h)		.....	
8 PAX3-201 (PAX3b)		.....	
9 PAX3-208 (PAX3a)		.....

# Supplementary material for: Pax3 inhibits Neuro‐2a cells proliferation and neurite outgrowth
**Source:** J Cell Mol Med. 2020 Dec 17;25(2):1252–62. doi: 10.1111/jcmm.16195
**Supplement:** Supplementary file 6 — Table S1

**Table S1. KEGG analysis of differentially expressed genes from Neuro-2a cells infected by Ad-Pax3.**

| KEGG ID | Description | P value | Gene Name |
| --- | --- | --- | --- |
| mmu05012 | **Parkinson disease** | 6.61E-06 | Atp5b/mt-Nd1/mt-Nd4/mt-Cytb/Cox5b/Slc18a2/Atp5g3/mt-Nd6/Cox4i1/mt-Nd2/Ndufa10/Ndufb8/Prkaca/Atp5g1/Uqcrq/Sdhb/Uba1/Atp5h/Ndufb11/Ndufab1/Atp5d/Ndufa8/Uqcrc1/Uchl1/Atp5a1/Ubb/Cycs/Ube2g2/Cox8a/Ndufb6/Park7/Sdhd/Ndufb10/Atp5c1/Ndufv2/Uqcrh/mt-Co1/Ndufs5/Ndufb7/Ndufa4/Slc18a1/Ndufs4 |
| mmu04141 | **Protein processing in endoplasmic reticulum** | 9.92E-06 | Calr/Ero1l/Hspa4l/P4hb/Rpn1/Hyou1/Hsp90aa1/Rrbp1/Ddost/Hsph1/Lman2/Pdia6/Dnajb1/Sec61a1/Dnajb11/Map3k5/Ern1/Mbtps2/Hsp90ab1/Rnf5/Pdia3/Stub1/Sec61b/Mapk9/Ssr2/Nploc4/Hspa5/Uggt2/Man1c1/Ubqln2/Ube2g2/Dad1/Vcp/Herpud1/Uggt1/Amfr/Mapk8/Sec62/Txndc5/Bag1/Pdia4/Sec23b/Xbp1/Rpn2/Rbx1/Bax |
| mmu04110 | **Cell cycle** | 3.56E-05 | Ccne2/Stag2/Smc3/Bub1/Orc4/Atr/Cdc6/Ccnd1/Mcm2/Cdc27/Hdac1/Ccnd3/Cdc45/Cdc25b/Cdc25a/Ttk/Rb1/Pcna/Mcm4/Mcm7/Mad1l1/Tgfb2/Smad3/Mcm5/Stag1/Mcm6/Tfdp1/Ccnb1/Gadd45b/Orc6/Gsk3b/Ywhah/Espl1/Mcm3/Rbx1/Ccne1/Cdk4 |
| mmu03010 | **Ribosome** | 0.000143 | Rps27a/Rps2/Rps12/Rplp0/Rpl17/Gm11808/Rpl10/Rpl7a/Rpl27/Rps19/Rps3a1/Rpl12/Mrpl12/Rplp1/Rps16/Rpl23/Rpl37a/Mrpl20/Rps25/Rps9/Rpsa/Rpl9/Rps13/Rpl10a/Rps27l/Rps20/Mrpl2/Rpl18/Rps3/Mrpl28/Rpl34/Rpl37/Rpl35/Rps23/Rps17/Rpl18a/Mrpl13/Mrps11 |
| mmu03040 | **Spliceosome** | 0.000252 | Thoc2/Rbm25/U2surp/Snrpb/Alyref/Lsm4/Sf3a2/Eif4a3/Srsf10/Prpf19/Sf3b1/Srsf3/Syf2/Snrpf/Phf5a/Prpf38b/Snrpa/Hnrnpa3/Dhx15/Snrpd3/Ddx46/Snrpc/Plrg1/Hnrnpc/Thoc1/Cdc40/Sf3b4/Ctnnbl1/Srsf9/Bud31/Thoc3/Rbmxl1/Sf3b2/Eftud2/Lsm7/Sf3b6 |
| mmu03030 | **DNA replication** | 0.000536 | Rpa1/Mcm2/Rpa2/Pcna/Mcm4/Mcm7/Prim1/Mcm5/Mcm6/Pola1/Rfc5/Rnaseh2a/Rpa3/Mcm3 |
| mmu05211 | **Renal cell carcinoma** | 0.000612 | Vegfa/Rap1a/Hif1a/Braf/Elob/Tgfb2/Grb2/Crk/Map2k2/Arnt/Pik3r1/Kras/Ets1/Mapk1/Akt1/Pik3r2/Pak4/Sos2/Fh1/Vhl/Rbx1 |
| mmu05212 | **Pancreatic cancer** | 0.000813 | Brca2/Tgfbr1/Ccnd1/Vegfa/Braf/Rad51/Rb1/Tgfb2/Smad3/Jak1/Polk/Mapk9/Pik3r1/Ralgds/Gadd45b/Bcl2l1/Kras/Mapk8/Mapk1/Akt1/Pik3r2/Bax/Cdk4 |
| mmu04810 | **Regulation of actin cytoskeleton** | 0.000974 | Rock2/Rock1/Itga6/Itga2/Gna13/Apc/F2r/Msn/Nckap1/Braf/Fgf1/Actn1/Pdgfra/Diaph3/Ppp1cb/Arpc5l/Itgb1/Ppp1ca/Pfn1/Myh10/Crk/Map2k2/Pip4k2c/Iqgap2/Itga1/Itgav/Itga7/Pik3r1/Kras/Pikfyve/Bdkrb2/Cfl2/Mapk1/Ssh2/Pik3r2/Chrm1/Pak4/Limk1/Sos2/Actn4/Ezr/Fgd1/Ppp1r12a/Myh9/Fgf6/Cfl1/Cyfip2 |
| mmu05220 | **Chronic myeloid leukemia** | 0.001222 | Tgfbr1/Ccnd1/Stat5b/Hdac1/Braf/Rb1/Tgfb2/Smad3/Polk/Grb2/Crk/Map2k2/Nfkbia/Pik3r1/Gadd45b/Bcl2l1/Kras/Mapk1/Akt1/Pik3r2/Sos2/Bax/Cdk4 |
| mmu04218 | **Cellular senescence** | 0.001618 | Ccne2/Atr/Trpm7/Tgfbr1/Mapk14/Ccnd1/Sqstm1/Ccnd3/Foxo3/Cdc25a/Rb1/Ppp1cb/H2-K1/Tgfb2/Smad3/Ppp1ca/Rbbp4/Ppid/Zfp36l2/Map2k2/Foxm1/Ccnb1/Pik3r1/H2-D1/Gadd45b/Il6/Kras/Ets1/Lin54/Tsc2/Mapk1/Akt1/Pik3r2/Hipk1/H2-Q1/Ppp3cb/Calm3/Ccne1/Mybl2/Cdk4 |
| mmu04932 | **Non-alcoholic fatty liver disease (NAFLD)** | 0.002064 | Irs2/mt-Cytb/Cox5b/Cox4i1/Ndufa10/Ndufb8/Map3k5/Ern1/Uqcrq/Sdhb/Ndufb11/Ndufab1/Mapk9/Ndufa8/Uqcrc1/Pik3r1/Cycs/Il6/Cox8a/Ndufb6/Mapk8/Sdhd/Akt1/Ndufb10/Gsk3b/Pik3r2/Tnfrsf1a/Ndufv2/Uqcrh/mt-Co1/Ndufs5/Ndufb7/Xbp1/Ndufa4/Bax/Ndufs4 |
| mmu04914 | **Progesterone-mediated oocyte maturation** | 0.002163 | Bub1/Mapk14/Rps6ka3/Cdc27/Hsp90aa1/Cpeb4/Cpeb2/Cdc25b/Braf/Cdc25a/Prkaca/Mad1l1/Rps6ka2/Hsp90ab1/Mapk9/Ccnb1/Pik3r1/Kras/Mapk8/Mapk1/Akt1/Pik3r2/Spdye4a |

How the deposited data were processed for this re-analysis (not part of the article)

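RNA from Neuro-2a cells was compared 48 hours after infection, with 2 libraries of cells infected with the adenovirus carrying Pax3 and 2 of a negative control group. Whether the control cells of the sequencing were infected with the negative control adenovirus is not stated. The deposited file holds raw counts per Ensembl gene ID as made by the authors, 1 column per library and no normalization, as whole numbers that sum to a different total in each library. The authors' labels list Bowtie 0.12.2 and genome build mm8; the counting tool, its strand setting and the gene annotation are not stated. The methods describe FPKM values from Cuffdiff, which were not used here.

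Of 54532 gene IDs, 54409 were matched to a name in the GENCODE annotation of the mouse genome and 123 were not. Library totals were 17938316 and 20253761 counts in the negative control group and 17811988 and 17639389 in the Pax3 overexpressed group, transcripts of the mitochondrial genome made up 1.78, 1.75, 1.52 and 1.65% of them in the same order, and the 10 genes with the most counts 3.42 to 3.59%. Genes were filtered with filterByExpr, which left 15587, libraries were scaled by TMM, and the groups were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with the Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. CPM values are counts relative to the TMM-adjusted library total; sums over the copies of a gene are relative to the plain library total. The biological coefficient of variation was 0.0413.

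Lists of genes were fixed before the data were examined, and 34 of them had at least 5 measured members. A further 13 lists came from Table S1 of the paper, whose genes had been seen beforehand. The fixed lists share members with these, for DNA replication all 14 genes of Table S1. Their results are therefore not independent of the pathways that the paper reports from these samples. All 47 were tested for a common direction with camera of limma 3.58.1 at an inter-gene correlation of 0.01, adjusted together. The lists of the 34 were also tested with Fisher's exact test, two-sided, among genes past an unadjusted p under 0.05. Camera and Fisher's test take genes as units, so their p-values do not stand for further samples. With an estimated correlation no list passed camera, also where the estimate lay below 0.01, so that setting cannot tell the lists apart. The estimate was 0.650 for ribosomal proteins and 0.599 for nuclear oxidative phosphorylation. Where it lay so far above 0.01, the preset p-values may be too small.

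Named genes are the genes the paper names, the 12 that rose most and the 12 that fell most among those past the threshold whose libraries do not overlap between the groups and whose mean in the higher group is at least 5 CPM, without predicted genes that have no name, and per list the 4 with the smallest p-values past the threshold, or 2 where none passed. Near-identical copies of a gene are other annotated genes, pseudogenes included, with a transcript that matches a coding transcript of the gene. The match had at least 95% identity over at least 100 bases and 20% of the transcript. Where a gene had no coding transcript, all its transcripts were compared. Genes with overlapping exons on either strand were listed as well. GC content and length of the exons were corrected for by a loess (span 0.5) of each library's deviation, as offsets in edgeR. The loess was locally quadratic, and locally linear where the adenine content of the coding sequence was added.

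The alternatives tried were the replicate number as a block, leaving out each library in turn, no filter, a filter at a mean of 10 CPM, DESeq2 1.42.0, DESeq2 size factors or upper quartile scaling in edgeR, an estimated inter-gene correlation, fry, and Fisher's test on adjusted or on higher and lower calls. The correction for GC content and length, and the lists without Pax3 or without Gapdh and Rps27a, were added later. In data simulated at these depths, with 15333 genes tested, edgeR called 30 of 50 genes changed by 25%, 34 of 50 changed 1.5-fold, 42 of 50 changed 2-fold and 50 of 50 changed 4-fold. EdgeR made 16 false calls and DESeq2 made 2. A simulated GC trend, without a length trend and equal in both Pax3 overexpressed libraries, went from a rho of 0.870 to -0.0309 after the correction. In the data, the corrected fold changes had a rho of -0.0724 with GC content and -0.0905 with length. No repeated splits of the samples were made, since 2 against 2 libraries cannot reach a share under 0.05.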

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

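Each test of an explanation in this part was chosen after the result was seen, except that the test of the adenine content was written down before its value was known. Results are listed here because they concern genes or gene groups that the paper does not discuss and that differed from the negative control group; of the weighed patterns, the G2 and M phase genes are given here because Ccnb1 belongs to that phase.

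Of 50 listed replication-dependent histone genes 18 were measured, and 3 of these rose and none fell in edgeR (4 rose when adjusted over the list alone, 4 and 0 at an unadjusted p under 0.05, 1 and 0 in DESeq2). The 3 were Hist1h1c (log2 fold change 0.35), Hist1h1b (0.50) and Hist1h4j (1.06), which has 3 near-identical copies and 186 counts over the 4 libraries. Too few members reached a mean of 10 CPM for the list to be tested with the strict filter. The median of the list was 0.45, and camera gave an adjusted p of 0.0107, or 0.0114 with Pax3 taken out of all lists, 0.0531 with DESeq2, 0.105 with fry and 0.558 with an estimated correlation.

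Of 27 ubiquitous reference genes, 7 rose and none fell in edgeR (7 when adjusted over the list alone; 9 and 0 at an unadjusted p under 0.05, 3 and 0 in DESeq2), among them Rplp0 (log2 fold change 0.25), Ppia (0.18) and Pgk1 (0.14), all 3 by less than 1.5-fold. Camera gave an adjusted p of 0.000473, or 0.000526 with Pax3 taken out of all lists, 0.0452 with Gapdh and Rps27a taken out of all lists, 0.122 with fry and 0.565 with an estimated correlation.

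Of 54 genes of G2 and M phase, 17 fell and 37 did not pass the test in edgeR, with a median log2 fold change of -0.11, and this pattern was weighed first. The tables argue against GC content and gene length as the whole cause, since camera pointed downward after that correction with an adjusted p of 1.39e-10 and a median of -0.09. They argue likewise against the adenine content of the coding sequence, which was 30.7% at the median of these genes and 25.6% at that of 9914 protein-coding genes: with it added to the correction the adjusted p was 0.000252, the median -0.04, and 10 members fell and 5 rose, and 1.39e-10 was reached where the rho of fold changes with adenine content, -0.315 before, was 0.00445 (GC content and length alone). With adenine content added, the rho was 0.152. That correction used a locally linear loess, while GC content and length alone were fitted with a locally quadratic one. The effect of adding adenine content can therefore not be told apart from that of the coarser fit. The paper's flow cytometry, also 48 hours after infection, found a lower percentage of cells in G2 phase and a higher one in S and G0/G1 phase. Whether that shift accounts for the fall of these genes remains open. The spread cannot tell it apart from regulation of single genes. Within 2 standard errors around the list median lay 48.1% of the members (95% interval 34.3 to 62.2%, Clopper-Pearson), and members need not depend on the phase to the same degree. Whether the control cells were infected is not stated, so an effect of infection stays open for each pattern in this part. With an estimated correlation the list had a camera adjusted p of 0.546, but no list passed in that setting. The estimate for this list, -0.00232, lay below the preset 0.01, so this value does not decide the pattern. With 2 libraries per group the pattern is a hypothesis.

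Gapdh, a common reference gene and the reference of the paper's RT-qPCR, had a log2 fold change of 2.84, from 8.19 ± 0.159 to 58.8 ± 14.5 CPM (SD, n = 2). A net loss of reads from its near-identical copies is argued against, because the copies rose as well. That gives a fall of -82.4% of the gain of Gapdh. Gapdh and its 92 copies together went from 442.2 and 446.8 to 542.4 and 531 CPM. From Pax3 replicate 1 to Pax3 replicate 2, however, Gapdh went from 48.2 to 69.3 CPM and the copies from 494.2 to 461.7. A change in how reads were divided within the family is therefore not excluded. GC content and length are argued against too, since 98.4% of the log2 fold change was left after that correction. How the authors divided reads among the copies stays open, as the counting is not described, and no biological explanation was tested.

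Rps27a, which encodes ubiquitin fused to a ribosomal protein, had a log2 fold change of 1.62, from 223.2 ± 7.07 to 687.5 ± 6.10 CPM (SD, n = 2), and none of the 78 other ribosomal protein genes changed by more than 2-fold. The fall of its near-identical copies made up 4.53% of its gain, and 103% of its log2 fold change was left after the correction for GC content and length, which argues against both. RNA carried over from the cells that packaged the virus stays open: the other ribosomal protein genes gained 28.1 CPM at the median, 6.07% of the gain of Rps27a, but up to 396 CPM against 463 for Rps27a, and the profile of those cells was not measured. A sequence of the virus that resembles Rps27a was not examined, and no biological explanation was tested.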

How the results depend on the processing

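The correction for GC content and length and the lists without Pax3 or without Gapdh and Rps27a were added after the data were examined. The log2 fold change of Pax3 stayed between 12.38 and 12.42 under each alternative run. The count of genes past an adjusted p under 0.05 was 2289 in edgeR, from 2274 to 2331 without a filter, with the strict filter, DESeq2 size factors or upper quartile scaling, 1833 after the correction for GC content and length, and 1070 in DESeq2, where the unadjusted count was 2360 in place of 4226; the cause was not tested. With the replicate number as a block (replicate block), which has no stated pairing behind it, the count was 2669, and 3 lists that camera had passed did not pass (actin cytoskeleton and TGF-beta and BMP pathway, both 0.0555, and neural crest, 0.164); the deviations of same-numbered libraries had a correlation of -0.0387 across genes. Leaving out 1 library gave 2 (without negative control replicate 1) to 3638 (without Pax3 replicate 2) genes past the adjusted threshold and 1965 to 5158 past the unadjusted one. A lone library is then assumed to vary like the pair of the other group, and without a negative control library the spread comes from the Pax3 overexpressed pair, with a biological coefficient of variation of 0.0494 against 0.0326 without a Pax3 library. Of the 2289 genes, 2287 to 2289 had the same direction in these fits. Of the 34 gene lists, 13 passed camera and 9 (of 30 with enough members, strict filter) to 18 (DESeq2) did so under the other scalings, filters, tools and libraries; with an estimated correlation 0 did (3 at an unadjusted p under 0.05), and with fry 0 did (15 at an unadjusted p under 0.05), with lowest adjusted p-values of 0.546 and 0.0506. For the lists at the paper's claims, the adjusted p with an estimated correlation and with fry was 0.558 and 0.0774 for pre-replication and for DNA replication, 0.558 and 0.0506 for S phase and for protein folding, 0.546 and 0.0506 for G2 and M phase, 0.616 and 0.320 for ribosomal proteins, 0.565 and 0.105 for mitochondrially encoded proteins and 0.616 and 0.222 for nuclear oxidative phosphorylation. The strict filter, which tests fewer genes, gave 0.0919 for S phase, and leaving out 1 library gave 1.33e-19 to 0.0634 (without Pax3 replicate 1) for ribosomal proteins. The correction for GC content and length turned the mitochondrially encoded list (0.00781) and the SR proteins (0.0463) upward and brought the splicing list (0.00334, upward), sympathetic noradrenergic identity (0.00707, downward) and immediate early genes (0.00948, downward) past the threshold, while the TGF-beta and BMP pathway no longer passed (0.0690). Among single genes it turned Clk1 (log2 fold change 0.042), mt-Nd1 (0.065), mt-Nd4 (0.22), mt-Cytb (0.060) and mt-Nd6 (0.13), and Clk1, mt-Nd1 and mt-Cytb did not pass after it. A further 21 of 140 named genes kept their direction but lost their call. Without either negative control library 136 and 127 of the 140 lost it, and with DESeq2 18 of 129. Without Pax3 as a member the neural crest list pointed downward (0.610). The Fisher test passed 13 lists, and 22 without a filter and 21 with DESeq2, where more genes form the background; without negative control replicate 1 the ribosomal list, and without negative control replicate 2 the SR proteins, were not overrepresented (both 1.00), and the adjusted p ran from 6.11e-16 to 1.00 for the ribosomal list and from 0.00800 to 1.00 for the SR proteins over the 4 libraries left out.

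Lists with no common direction in camera changed sign with no call on either side. The adjusted p-values were 0.984 (replicate block), 0.853 (no filter), 0.957 (upper quartile) and 0.806 to 0.965 (1 library left out) for cyclins, 0.811 (fry) and 0.861 to 0.980 (1 library left out) for the heat shock response, and 0.733 (no filter), 0.769 (DESeq2), 0.874 (GC and length) and 0.732 to 0.953 (1 library left out) for cholinergic genes. They were 0.709 (no filter), 0.773 (DESeq2), 0.874 (GC and length), 0.826 (fry) and 0.709 to 0.874 (1 library left out) for fibroblast genes, 0.867 (no filter), 0.923 (DESeq2) and 0.447 to 0.973 (1 library left out) for endothelial genes, 0.984 (replicate block), 0.990 (GC and length), 0.765 (fry) and 0.750 to 0.953 (1 library left out) for apoptosis regulators, and 0.149 to 0.874 (1 library left out) for muscle genes.

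Smaller changes are missed more often: in data simulated at these depths with 2 libraries per group, edgeR called 30 of 50 genes changed by 25%, 34 of 50 changed 1.5-fold, 42 of 50 changed 2-fold and 50 of 50 changed 4-fold; depth and the number of libraries were not varied, so their parts cannot be separated here.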

Differences from the paper's values

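At the unadjusted p under 0.05 of the paper's methods, 2047 genes were higher and 2179 lower in edgeR, where the paper gives 1047 up-regulated and 1313 down-regulated. Among the alternatives set before the data were examined, DESeq2 gave 1047 and 1313, the same counts as the paper's. Without negative control replicate 1 the counts were 826 and 1253, and without negative control replicate 2 they were 758 and 1207, within 1.5 times the paper's. The strict filter came within 1.5 times for the lower genes (1838) and not for the higher ones (1655). The replicate block (2147 and 2267), leaving out Pax3 replicate 1 (1729 and 2053) or Pax3 replicate 2 (2522 and 2636), no filter (2186 and 2503), DESeq2 size factors in edgeR (2098 and 2125) and upper quartile scaling (2252 and 2040) did not.

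The paper's comparison counts transcripts, with no filter stated, and covers more of them than the 15587 genes tested in edgeR, of which 11361 were not past the unadjusted threshold. Without a filter 23860 of 28549 genes were not past it, and with DESeq2 26189 of 28549.

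The paper reports ORC4 among the up-regulated cell cycle genes. Orc4 had a log2 fold change of -0.58 (adjusted p = 4.50e-08 from edgeR), and it was lower in both Pax3 overexpressed libraries than in both negative control libraries. After the correction for GC content and length, which was chosen after seeing the values, the log2 fold change was -0.16 (adjusted p = 0.0618 from edgeR). The other genes that the paper names as up-regulated, Cdc6, Cdc45, Cdc25a, Cdc25b and Mcm2 to Mcm7, had positive log2 fold changes, from 0.11 for Mcm3 to 0.46 for Cdc6, and all but Mcm3 (adjusted p = 0.0908 from edgeR) passed the threshold. At an unadjusted p under 0.05, the paper's threshold, Mcm3 passed in edgeR with p = 0.0169. Ccnb1, which the paper reports as down-regulated, fell with a log2 fold change of -0.13 (adjusted p = 0.0280 from edgeR), and had one of -0.09 after that correction (adjusted p = 0.117 from edgeR).

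The paper states that cell cycle machinery genes were up-regulated. Of the 37 cell cycle genes of Table S1, 17 rose and 15 fell at an adjusted p under 0.05 from edgeR.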

Other observations

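Of genes of the neuronal cytoskeleton and neurite outgrowth, 6 rose and 12 fell of 47 (7 and 15 when adjusted over the list alone), with log2 fold changes such as those of Mapt (-0.43), Elavl4 (-0.44), Map1b (-0.24) and Nrp1 (0.46). After the correction for GC content and length these values were -0.46, -0.16, -0.17 and 0.64 in the same order. Camera gave the list an adjusted p of 0.276 (median -0.03), and 0.0354 with DESeq2, downward. The list was overrepresented among the genes past an unadjusted p under 0.05 (odds ratio 3.07, adjusted p = 0.000865 from Fisher's exact test, and 0.125 without negative control replicate 1) and among the lower ones alone (odds ratio 3.51, adjusted p = 0.000916 from Fisher's exact test). Map2 had a log2 fold change of -0.20 (adjusted p = 0.0153 from edgeR), and of -0.12 after the correction for GC content and length (adjusted p = 0.139 from edgeR).

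Of regulators of the actin cytoskeleton, 4 rose and 17 fell of 62 (6 and 19 when adjusted over the list alone), among them Rock1 (-1.21), Rock2 (-0.78), Itga2 (-0.81) and Itga6 (-0.26), on the log2 scale. Camera pointed downward (adjusted p = 0.0352, median -0.04), with 0.616 for an estimated correlation, 0.105 with fry, 0.0617 with the strict filter, 0.0517 with upper quartile scaling, 0.0738 without negative control replicate 1 and 0.319 without Pax3 replicate 2. For the TGF-beta and BMP pathway, 3 rose and 9 fell of 24 (3 and 9 when adjusted over the list alone), among them Bmpr1a (-0.56), Tgfbr1 (-0.38), Bmpr2 (-0.49) and Smad5 (-0.30). Its direction was downward (camera adjusted p = 0.0491). With Pax3 taken out of all lists the value was 0.0517, although this list does not hold Pax3, since the lists are adjusted together. Under other settings it was 0.558 for an estimated correlation, 0.0505 without a filter, 0.0643 with the strict filter and 0.0517 with DESeq2 size factors. It was 0.0574 with upper quartile scaling, 0.0690 after the correction for GC content and length and 0.0506 with fry. The list passed in DESeq2 (0.00296).

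Among genes of sympathetic noradrenergic identity, 1 rose and 5 fell of 27 (1 and 5 when adjusted over the list alone) (camera adjusted p = 0.226; downward at 0.00707 after the correction for GC content and length and at 0.0382 with DESeq2), with log2 fold changes of Slc18a2 (-0.68), Gata2 (-0.28), Ret (-0.14) and Slc18a1 (0.56). Among transcription factors of the neural crest and dorsal neural tube, 3 rose and 2 fell of 14 (3 and 2 when adjusted over the list alone), with Sox9 (-0.75), Id1 (-0.27) and Ets1 (0.75) besides Pax3; camera gave an adjusted p of 2.93e-22, which rests on Pax3 itself, and 0.610 with Pax3 taken out, 0.372 without a filter, 0.546 with an estimated correlation, 0.0506 with fry, 0.303 without Pax3 replicate 1 and 0.373 without Pax3 replicate 2. Of 39 reported Pax3 targets 20 were measured, and 2 of them rose and 5 fell (2 and 7 when adjusted over the list alone), with Prkar1a (-0.27), Dkk1 (0.30), Rgs4 (0.72) and Tgfb2 (-0.36). Camera gave an adjusted p of 0.276. In Fisher's exact test they were overrepresented among the genes past an unadjusted p under 0.05 (odds ratio 4.04, adjusted p = 0.00622). That value was 0.0838 with DESeq2 size factors and 0.0816 with upper quartile scaling. Among the lower genes alone the odds ratio was 6.18 (adjusted p = 0.000916, Fisher's exact test), and among the higher ones 0.735.

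In the list of DNA damage response and repair, 1 rose and 7 fell of 49 (1 and 7 when adjusted over the list alone) (camera adjusted p = 0.0769, with 0.0264 without a filter and 0.0195 with DESeq2), with log2 fold changes of Brca2 (-1.09), Atr (-0.69) and Xrcc4 (-0.74). After the correction for GC content and length, 2 genes of this list rose and 4 fell (camera adjusted p = 0.212). In the cytosolic heat shock response, 5 rose and 3 fell of 19 (6 and 7 when adjusted over the list alone) (camera adjusted p = 0.982), with Hspa4l (-0.41), Hsp90aa1 (-0.24), Hsph1 (0.27) and Dnajb1 (0.32), and in NF-kB and inflammatory genes 3 rose and 2 fell of 17 (4 and 2 when adjusted over the list alone) (camera adjusted p = 0.106; 0.0394 without negative control replicate 2, 0.0274 without Pax3 replicate 2, 0.0134 without a filter and 0.0304 with DESeq2), with Tnfaip3 (0.54) and Il6 (0.32). For p53 targets, 1 rose and 4 fell of 20 (1 and 5 when adjusted over the list alone) (camera adjusted p = 0.418). Of the heat shock genes named, Hspa4l had a log2 fold change of -0.13 after the correction for GC content and length (adjusted p = 0.0960 from edgeR), while Hsp90aa1, Hsph1 and Dnajb1 kept their calls.

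For further lists the counts were these: targets of ATF4, 6 rose and 0 fell of 33 in edgeR (7 and 2 at an unadjusted p under 0.05, 4 and 0 in DESeq2), with a camera adjusted p of 0.137 (0.00840 without Pax3 replicate 2, 0.0422 without a filter and 0.00488 with DESeq2, and 0.800 after the correction for GC content and length, where 2 rose and 2 fell); cholesterol synthesis, 1 rose and 1 fell of 25 (1 and 1 when adjusted over the list alone), with a camera adjusted p of 0.610; hypoxia and glycolysis, 8 rose and 4 fell of 34 (8 and 4 when adjusted over the list alone), with a camera adjusted p of 0.0769 (0.00114 with DESeq2, and 0.613 without Gapdh as a member); apoptosis regulators, 3 rose and 3 fell of 30 (3 and 4 when adjusted over the list alone), with a camera adjusted p of 0.983. Of immediate early genes, 0 rose and 5 fell of 24 in edgeR (1 and 6 at an unadjusted p under 0.05, 0 and 3 in DESeq2), with a camera adjusted p of 0.498 (0.00948, downward, after the correction for GC content and length); of interferon-stimulated genes, 4 rose and 0 fell of 28 in edgeR (5 and 1 at an unadjusted p under 0.05, 1 and 0 in DESeq2), with a camera adjusted p of 0.444; of cholinergic neuron genes, 0 rose and 0 fell of 5 in edgeR (0 and 0 at an unadjusted p under 0.05, 0 and 0 in DESeq2), with a camera adjusted p of 0.982.

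Marker genes of other cell types were tested in the same way. Of muscle genes, 0 rose and 1 fell of 14 in edgeR (0 and 1 at an unadjusted p under 0.05, 0 and 0 in DESeq2), with a camera adjusted p of 0.692; of Schwann cell and glial genes, 1 rose and 1 fell of 8 in edgeR (2 and 2 at an unadjusted p under 0.05, 1 and 0 in DESeq2), with a camera adjusted p of 0.623. Of fibroblast genes, 1 rose and 0 fell of 11 in edgeR (1 and 1 at an unadjusted p under 0.05, 1 and 0 in DESeq2), with a camera adjusted p of 0.982; of endothelial genes, 0 rose and 1 fell of 5 in edgeR (1 and 1 at an unadjusted p under 0.05, 0 and 0 in DESeq2), with a camera adjusted p of 0.985.

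The remaining pathways of Table S1 hold genes that the study chose on these samples, so their tallies are not independent evidence. In edgeR, 11 rose and 27 fell of 46 genes of the actin cytoskeleton, 20 rose and 16 fell of 40 of cellular senescence, 24 rose and 8 fell of 36 of non-alcoholic fatty liver disease, 10 rose and 11 fell of 23 of chronic myeloid leukemia, 7 rose and 14 fell of 23 of pancreatic cancer, 9 rose and 13 fell of 23 of oocyte maturation and 8 rose and 10 fell of 21 of renal cell carcinoma.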
